# Genomic, transcriptomic and metabolomic analyses of *Amorphophallus albus* provides insights into the evolution and resistance to southern blight pathogen

**DOI:** 10.3389/fpls.2024.1518058

**Published:** 2025-02-07

**Authors:** Longfei Duan, Jianfeng Qin, Gaoxin Zhou, Chuan Shen, Baofu Qin

**Keywords:** *Amorphophallus albus*, genome evolution, transcriptomic and metabolomic, whole genome duplication, *Sclerotium rolfsii* (SR)

## Abstract

**Introduction:**

*Amorphophallus albus*, a perennial herb in the *Araceae* family, is a valuable cash crop known for its high production of konjac glucomannan and high disease resistance.

**Methods:**

In this study, we present a high-quality, chromosome-scale genome assembly of *A. albus* using a combination of PacBio HiFi sequencing, DNBSEQ short-read sequencing, and Hi-C technology. To elucidate the molecular mechanisms underlying southern blight resistance, we performed an integrated analysis of transcriptomic and metabolomic profiles across three infection stages of *A. albus*.

**Results and discussion:**

Here, we assembled and annotated the complete genome of *A. albus*, providing a chromosome-level assembly with a total genome size of 5.94 Gb and a contig N50 of 5.61 Mb. The *A. albus* genome comprised 19,908 gene families, including 467 unique families.The slightly larger genome size of *A. albus* compared to *A. konjac* may have been affected by a recent whole-genome duplication event. Transcriptional and metabolic analyses revealed significant enrichment of differentially expressed genes (DEGs) and differentially accumulated metabolites (DAMs) involved in phenylpropanoid biosynthesis, plant hormone signal transduction, phenylalanine metabolism, and the biosynthesis of phenylalanine, tyrosine, and tryptophan. These findings not only advance the understanding of genetic and evolutionary characteristics of A. albus but also provide a foundation for future research on the resistance mechanisms of *konjac* against southern blight disease.

## 1 Introduction

Konjac (*Amorphophallus* spp.), a perennial herbaceous plant belonging to the Araceae family, comprises over 220 species that have been cultivated for centuries in East and Southeast Asia, particularly in China and Japan (Ulrich et al., 2016; Shen et al., 2024). The corm of konjac is rich in glucomannan (KGM), a soluble dietary fiber with numerous health benefits and industrial applications (Behera and Ray, 2016). In recent years, konjac has garnered increasing attention due to its potential in food, pharmaceutical, and cosmetic industries, as well as its role in sustainable agriculture and ecological restoration (Chua et al., 2010; Fang et al., 2023). Despite its economic and ecological importance, genomic resources for konjac remain limited, hindering our understanding of its evolutionary history, genetic diversity, and the molecular mechanisms underlying important agronomic traits. Recently, a study reported the genome of *Amorphophallus konjac*, one of the most widely cultivated konjac species worldwide (Gao et al., 2022). High-quality genome assemblies have become essential tools for advancing crop improvement, facilitating comparative genomics, and elucidating the genetic basis of adaptive traits (Li et al., 2023). For instance, it enables the development of molecular markers for marker-assisted selection, the identification of quantitative trait loci (QTLs) associated with desirable traits, and the potential for genomic selection in breeding programs (Zhang et al., 2022).

Recent advancements in sequencing technologies and bioinformatics algorithms have enabled the generation of chromosome-scale genome assemblies for various plant species, providing unprecedented insights into plant evolution, domestication, and trait improvement (Kong et al., 2023). The integration of long-read sequencing technologies, such as Pacific Biosciences (PacBio) and Oxford Nanopore, with short-read Illumina sequencing and chromosome conformation capture (Hi-C) techniques has emerged as a powerful approach for constructing high-quality, chromosome-level genome assemblies (Jiao and Schneeberger, 2017; Li et al., 2019). This multi-platform strategy effectively addresses the challenges posed by repetitive sequences, structural variations, and heterozygosity in plant genomes, resulting in more complete and accurate assemblies compared to traditional short-read-based approaches (Rabanus-Wallace et al., 2021; Yao et al., 2022; Zhang et al., 2023).

Genome assemblies serve as foundational resources for various genomic analyses, including the identification of whole-genome duplication (WGD) events, gene family expansions and contractions, and species-specific adaptations (Feng et al., 2022; Li et al., 2022). For instance, analysis of synonymous substitution rates (Ks) distributions can reveal ancient polyploidization events and estimate divergence times between species (Song et al., 2020). Moreover, comparative genomic analyses enable the identification of conserved and lineage-specific genes, providing insights into the evolution of important traits and metabolic pathways (Gao et al., 2018; Qiao et al., 2019).

*A. albus* is another widely cultivated konjac species, characterized by relatively smaller plants and lower yields compared to *A. konjac* (Gao et al., 2021). However, *A. albus* corms contain the highest KGM content among all konjac species, making it a crucial pillar industry for poverty alleviation in the Shaanxi, Sichuan, and Yunnan provinces of China (Yue et al., 2021; Niu et al., 2024). Notably, *A. albus* exhibits resistance to southern blight disease, a severe pathogen that can significantly decrease the quality and yield of konjac crops (Gao et al., 2023). Despite its agronomic importance, the resistance mechanism of *A. albus* remains unknown, primarily due to the lack of a reference genome.

A high-quality genome assembly of *A. albus* is crucial for elucidating the genetic basis of disease resistance mechanisms and secondary metabolite pathways. Such genomic resources could facilitate targeted breeding efforts, potentially leading to the discovery of novel bioactive compounds with pharmaceutical or industrial applications (Mochida et al., 2017; Varshney et al., 2021). Moreover, a comprehensive genomic analysis could provide insights into the evolutionary history of the Araceae family, particularly considering the unique morphological and physiological adaptations found in konjac species (Cusimano et al., 2011).

In this study, we present a high-quality, chromosome-scale genome assembly of *A. albus* using a combination of PacBio HiFi sequencing, DNBSEQ short-read sequencing, and Hi-C technology. Our comprehensive analysis encompasses genome annotation, comparative genomics, and an in-depth investigation of key gene families associated with disease resistance. To elucidate the molecular mechanisms underlying southern blight resistance, we performed an integrated analysis of transcriptomic and metabolomic profiles across three infection stages of *A. albus*, with particular emphasis on resistance-related genes and metabolites. This integrative approach revealed significant insights into gene expression patterns, evolutionary processes, and gene family expansion/contraction dynamics. Our findings not only advance the understanding of *A. albus* biology but also provide valuable genomic resources for future crop improvement programs.

## 2 Materials and methods

### 2.1 Genome sequencing and assembly

The leaves of 1 years old *A. albus* (AnBaiYu-1) (**Figure 1A**) were selected as the materials for genome analysis. The *A. albus* named Anbaiyu-1 (**Figures 1A–D**) was independently bred by the Ankang Academy of Agricultural Sciences. The plant was cultivated in the greenhouse of Ankang Academy of Agricultural Sciences Shaanxi province, China.

**Figure 1:**
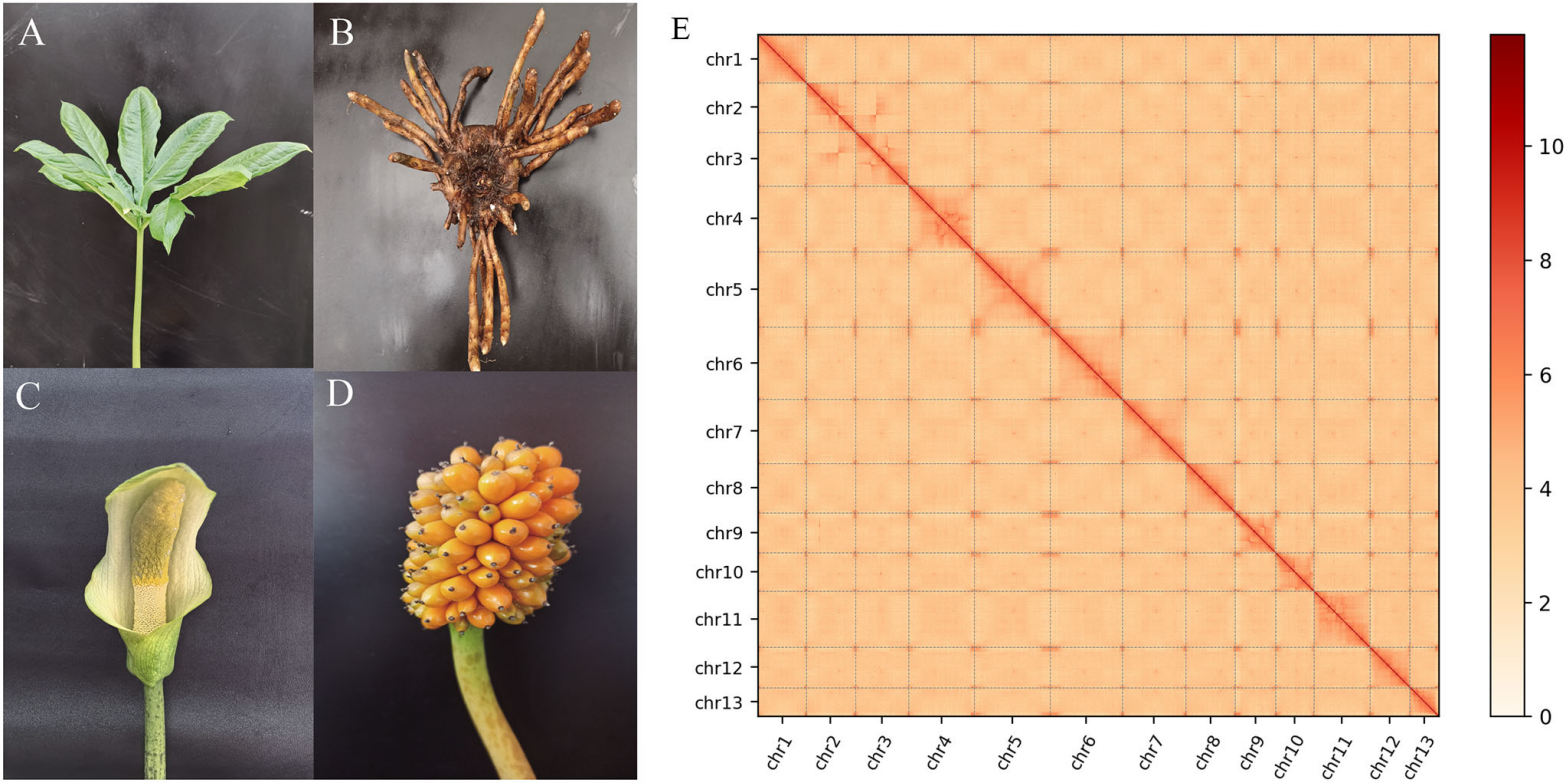
Overview of the *A.albus* genome. **(A-D)** represents respectively the leaf, corm, flower and fruit morphyology of *A. albus*; **(E)** Hi-C heat map of chromosome interactions. The x and y axes represent the ordered positions of the chromosomes of the genome.

High-quality genomic DNA was extracted from *A. albus* leaves using an optimized cetyl-trimethylammonium bromide (CTAB) method. DNA quantity and purity were subsequently evaluated with a Qubit Fluorometer and Nano Drop spectrophotometer Genomic sequencing libraries of *A. albus* was performed using the DBSSEQ and PacBio HiFi platforms. For DBSSEQ sequencing, a short-read library (300-400 bp) was prepared and sequenced on the DBSSEQ platform to obtain high-quality clean reads. In parallel, a long-read library was constructed from genomic DNA and sequenced on the PacBio platform, with low-quality reads and adapter sequences removed to yield clean subreads. Genome size estimation for *A. albus* was conducted through K-mer distribution analysis based on DBSSEQ data. K-mer frequencies were rapidly counted using Jellyfish (v2.2.6), and then genome size, heterozygosity, repeat sequences, sequencing depth, and other genome characteristics were estimated using GenomeScope v2.01 based on the K-mer frequency results.

To assess the assembly quality of the *A. albus* genome, Hi-C technology was employed to facilitate contig anchoring. Assembly completeness was evaluated using Benchmarking Universal Single-Copy Orthologs (BUSCO) v10.

### 2.2 Genome annotation

Genome repeat sequences were identified *de novo* using Repeat Modeler software (Zhao and Hao, 2007). Non-redundant LTR sequences were obtained using LTR FINDER parallel (Tarailo-Graovac and Chen, 2009). Transposable element (TE) protein sequences were predicted with Repeat Protein Mask to identify TE proteins.

Gene structure prediction was conducted through *de novo*, homology-based, and transcriptome-based approaches. *De novo* predictions were generated using Augustus software, applied to genomes masked for repeat sequences. Homology-based predictions utilized protein sequence data from *Spirodela polyrhiza*, *Amorphophallus konjac*, *Selaginella moellendorffii*, and *Physcomitrium patens*. Transcriptome-based predictions were derived from RNA-seq data, mapped to the reference genome using HISAT2 and String Tie. Genome annotation completeness was evaluated with BUSCO5 (Holt and Yandell, 2011). The gene sets from these three prediction methods were integrated using MAKER2 software (Manni et al., 2021). Functional annotation and pathway information for predicted proteins were identified by comparing sequence and motif similarities against Uni Prot, GO, KEGG, Inter Pro, Swiss Prot, Tr EMBL, Pfam, NR, GOG, KOG, and Plant TFDB databases.

Multiple approaches were employed to identify noncoding RNAs in the *A. albus* genome. Transfer RNAs (tRNAs) were predicted using tRNA scan-SE. Small nuclear RNA (snRNA) and ribosomal RNA (rRNA) genes were identified by searching the Rfam database with Infernal software. MicroRNA (miRNA) genes were annotated using BLASTN, referencing the miRBase dataset (Nawrocki and Eddy, 2013).

### 2.3 Phylogenetic tree construction

A phylogenetic tree was constructed using the genomes of 11 species: *Amorphophallus albus, Amorphophallus* konjac, *Eucalyptus grandis*, *Arabidopsis thaliana*, *Oryza sativa*, *Sorghum bicolor*, *Populus trichocarpa*, *Zostera marina*, *Solanum tuberosum*, *Spirodela polyrhiza* and *Physcomitrium patens.* Orthologous genes among *A. albus* and these species were identified with OrthoFinder. A maximum-likelihood (ML) phylogeny was then inferred using RAxML v8.2.12 (Stamatakis, 2014). Species divergence times were estimated with MCMC Tree v4.9, calibrated against time estimates from the Time Tree database (http://www.time-tree.org/).

### 2.4 Gene family contraction and expansion

Gene family expansion and contraction were analyzed using CAFE v4.2 (Han et al., 2013). Based on the species phylogenetic tree and gene family clustering results, a random birth-death model was applied to estimate the number of ancestral gene family members in each branch, predicting the contraction and expansion of gene families relative to ancestral lineages. Significant expansions or contractions were defined by p-values < 0.05, and functional enrichment analysis was conducted on gene families with significant expansion or contraction.

### 2.5 Whole-genome duplication analysis

To investigate whole-genome duplication (WGD) events, the genomes of *A. albus*, *A. konjac*, *E. grandis*, *A. thaliana*, *O. sativa*, *S. bicolor*, *P. trichocarpa*, *Z. marina*, *S. tuberosum*, *S. polyrhiza*, and *P. patens* were analyzed. WGDI v0.5.6 was utilized to generate a distribution of Ks values, with Gaussian mixture models used to fit the Ks distribution curves. To assess collinearity between *A. albus* and *A. konjac*, syntenic blocks were identified using MCScanX. Genome collinearity between *A. albus* and related species was also evaluated with MCScanX (Wang et al., 2012). Homologous genes between species were identified through BLASTP using default parameters.

### 2.6 RNA-seq and data analysis

RNA-seq analyses of *A. albus* following SR infection were conducted at 0, 12h, 24h, and 48h post-inoculation, including control samples inoculated with PDA. Petiole samples were collected from a 1.0 cm distance from the lesion or inoculation site, with six biological replicates per treatment. All samples were immediately frozen in liquid nitrogen and stored at -80°C for later use. Sequencing was performed on the Illumina platform, with clean data obtained following quality filtering. Reads were mapped to the reference genome, and database quality was evaluated. Differentially expressed genes (DEGs) were identified across sample groups based on gene expression, annotated, and enriched. DESeq2 was used to analyze expression differences, applying a threshold of fold change (FC) ≥2 and a false discovery rate <0.1 (Love et al., 2014). DEGs were annotated and enriched using the GO and KEGG databases (Ashburner et al., 2000; Kanehisa and Goto, 2000).

### 2.7 Metabolite extraction and data analysis

Metabolite analyses of *A. albus* following SR infection were conducted at 0, 12h, 24h, and 48h post-inoculation, including control samples inoculated with PDA. Petiole samples were vacuum freeze-dried and analyzed using LC–MS. Raw LC–MS data files were converted to mzXML format using ProteoWizard software, and peaks with a detection rate below 50% in any sample group were discarded. Metabolite identities were assigned by referencing a custom database integrated with public databases. Variable importance in projection (VIP) values were calculated using OPLS-DA in the R package MetaboAnalystR, with score plots and permutation plots generated. Metabolite identification was performed using the KEGG compound database, and annotated metabolites were subsequently mapped to the KEGG Pathway database.

### 2.8 Combined transcriptome and metabolome analysis

Prioritizing genes and metabolic pathways with a P-value <0.05 enables efficient data screening and facilitates rapid identification of pathways relevant to the research focus for further analysis. Genes were grouped based on differential expression, and correlation coefficients between all genes and metabolites were calculated using Pearson correlation. Data were preprocessed with Z-score transformation prior to correlation analysis, and screening was conducted based on correlation coefficient (CC) and corresponding P-values.

## 3 Results

### 3.1 Genome sequencing and assembly

The genome size, repeat size and heterozygosity of A. albus were estimated using k-mer analysis. The 25-mer frequency distribution of DBSSEQ short reads showed the highest peak at a depth of 129.31. The genome size was estimated to be 5.72 Gb with 76.13% repeats. The heterozygosity rate was estimated at 2.08% (**Supplementary Table S1**).

The genome of *A. albus* was sequenced using the Sequel II sequencing platform, which provided high-quality long reads for the assembly process. The sequencing data was processed to generate 3,051 contigs, which were then organized into 13 pseudo-chromosomes using Hi-C technology. Hi-C scaffolding allowed for the accurate anchoring and ordering of contigs into chromosome-scale structures. This method also helped in constructing whole-genome interaction maps, providing insights into the genome’s 3D structure and confirming the interaction patterns consistent with previously established genome interactions (**Figure 1E**). The final assembly of the *A. albus* genome was 5.94 Gb in size, with a high level of continuity indicated by a contig N50 of 5.61 Mb and a scaffold N50 of 467.26 Mb. These values indicate that the majority of the genome is contained within large, high-quality contigs and scaffolds. The GC content of the genome was found to be 44.87%, which is typical for plant genomes. Despite the high-quality assembly, a total of 2,246 gaps were present across the genome, with the number of gaps per chromosome varying from 62 to 321. These gaps often occur in regions of the genome that are difficult to sequence, such as those with high repetitive content or complex secondary structures (**Supplementary Table S2**).

BUSCO analysis found 1,569 (97.21%) complete gene models and 11 (0.68%) fragmented gene models out of a total of 1,614 genes (**Supplementary Table S3**). These results indicate that our genome assembly of *A. albus* is of high quality.

### 3.2 Repeat and genome annotation

Using a combination of *de novo* and homology-based approaches, 63.83% of the assembled sequences were identified as repetitive sequences, including 58.66% LTR retrotransposons and 2.49% genome DNA transposons (**Supplementary Table S4**).

A total of 35,155 genes were predicted using a combination of *de novo*, homology-based, and transcriptome-based approaches with MAKER software. The average gene length was 12,338 bp, and the average CDS length was 1,028 bp, with an average exon length of 348.38 bp (**Table 1**; **Supplementary Table S5**).

**Table 1:** Statistics for the genome assembly of *Amorphophallus albus*.

Genome information	(PacBio + Hi-C)
Sequencing platform	PacBio Sequel
Genome size (Gb)	5.94
Scaffold number	304
GC content (%)	44.87
N50 (contig) (Mb)	5.61
Predicted Chromosome genes	35155

In light of observed GCdensity, gene density, repetitive sequences density, LTR density, LINE density, DNA-TE density and Syntenic block, Two circos map of genome of *A. albus* was drawn (**Figures 2A, B**). Overall, the functions of 31139 genes (88.58%) were assigned. Among these, 28875(89.68%) and 16442(59.27%) had predicted homologs in NR and SwissProt databases, respectively (**Supplementary Table S6**).

**Figure 2:**
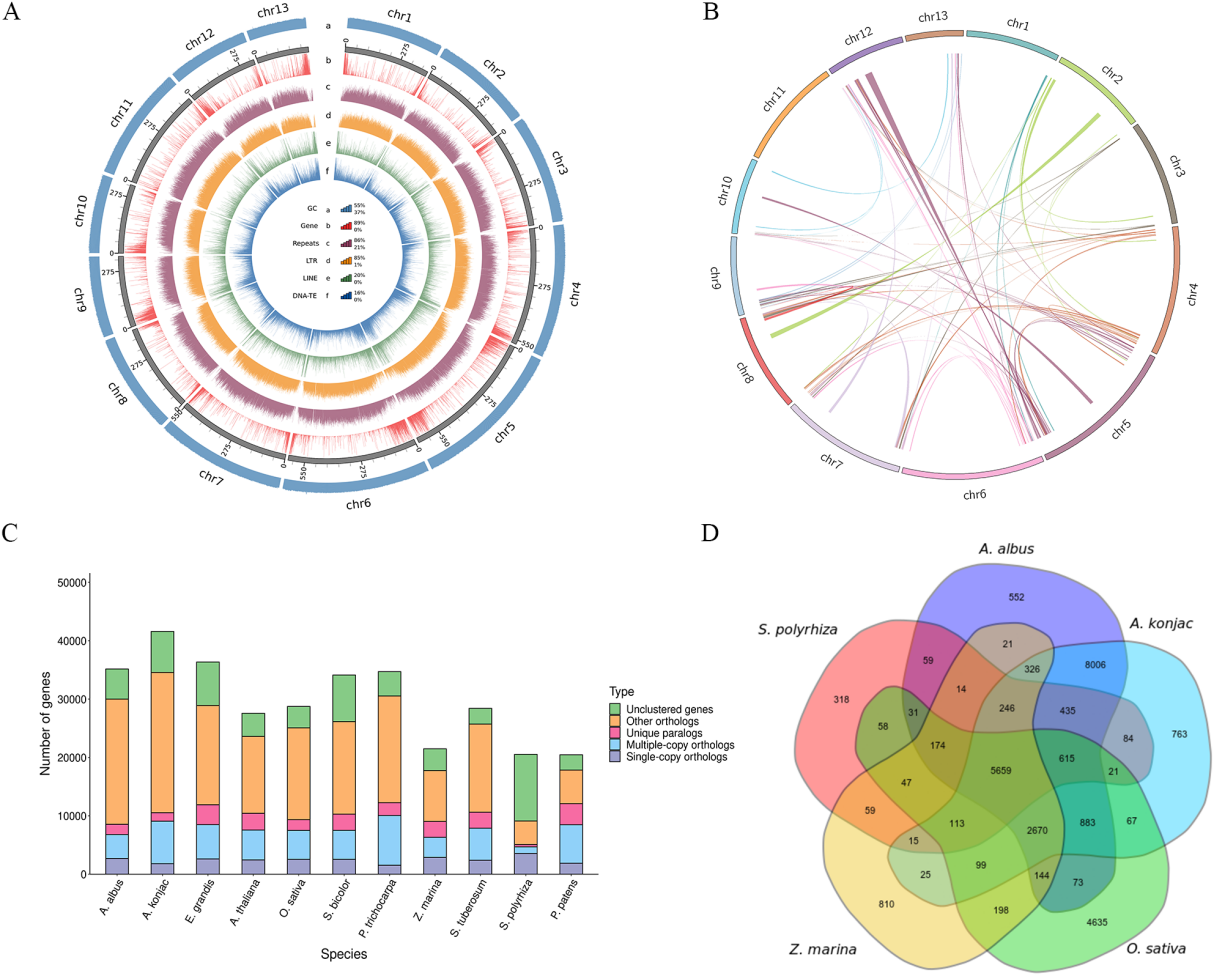
Comparative genomic analysis of the genome of *A. albus*. **(A)** Chromosomal features of *A. albus.* (a) The distribution of GC content across the chromosomes. (b) The density of genes along the chromosomes. (c) The density of repetitive DNA sequences within the genome. (d) The density of LTR retrotransposons across the genome. (e) The density of LINE elements in the genome. (f) The density of DNA transposable elements across the chromosomes. **(B)** Syntenic blocks on homologous chromosomes between *A. albus* and other species. **(C)** The number of homologous genes shared between different species. **(D)** Clustering of common and species-specific gene families in *A. albus*, *A. konjac*, *O. sativa*, *Z. marina*, and *S. polyrhiza*. The clustering shows the evolutionary relationships and unique gene families in each species.

### 3.3 Comparative genomic analysis

Genomes from eleven species were selected to identify homologous genes, perform gene family clustering analysis, and examine the enrichment of single-copy genes with *A. albus* (**Figure 2C**). The *A. albus* genome comprised 19,908 gene families, including 467 unique families (**Supplementary Table S7**).

Furthermore, specific and common gene families were analyzed among *A. albus* and four other species. A total of 27,220 genes were clustered among *A. albus*, *A. konjac*, *O. sativa*, *Z. marina*, and *S. polyrhiza*, with 5,659 genes shared across all five species. *A. albus* and *A. konjac* exhibited a close relationship, sharing the highest number of gene families. Additionally, 552 specific gene families were identified in *A. albus*, which is fewer than the 763 specific families identified in *A. konjac* (**Figure 2D**).

### 3.4 Phylogeny of *A.ablus*

To estimate the divergence time among the 11 species, a phylogenetic tree was constructed (**Figure 3A**). The analysis indicated that *A. albus* and *A. konjac* diverged from their common ancestor approximately 1.3 million years ago (mya).

**Figure 3:**
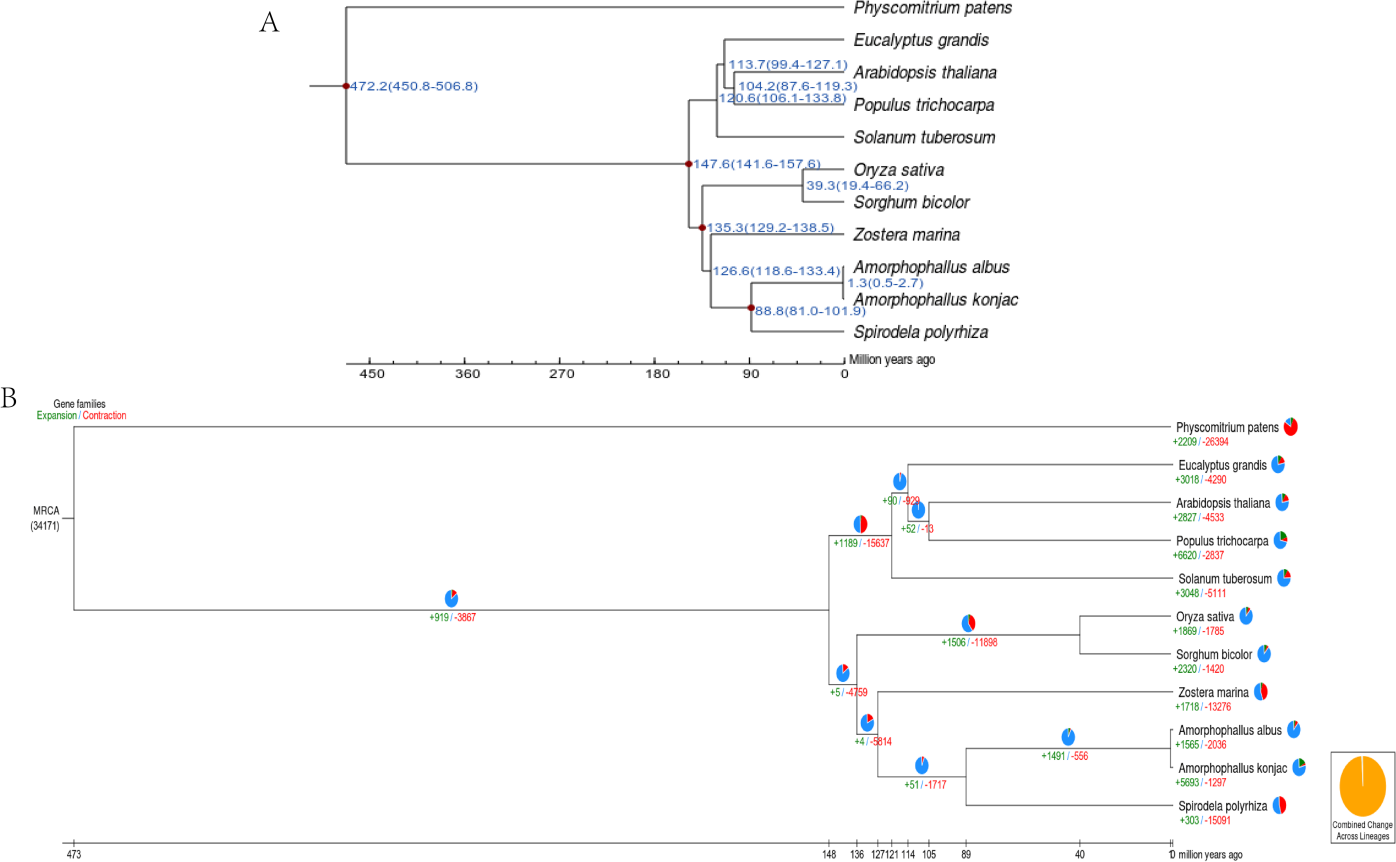
Genome evolution of *A. albus* genome. **(A)** Divergence time estimation. This panel shows the estimated divergence times between *A. albus* and other species. **(B)** Gene family expansion/contraction. The numbers marked in red and green represent the contraction and expansion of gene families, respectively.

Gene family expansion and contraction play a key role in phenotypic adaption during speciation. There were 2036 gene family contractions and 1565 gene family expansions detected in *A.ablus*, while 297 gene contractions and 5693 gene family expansions were identified in *A.konjac* (**Figure 3B**).

GO gene family enrichment analysis revealed that contracted gene families were primarily associated with ATP hydrolysis activity, heme binding, and monooxygenase activity, while expanded gene families were involved in meristem development, meristem maintenance, and DNA integration (**Supplementary Figures S1**, **S2**). KEGG gene family enrichment analysis indicated that contracted gene families were mainly related to starch and sucrose metabolism, plant-pathogen interactions, and ABC transporters, whereas expanded gene families were associated with the biosynthesis of unsaturated fatty acids, amino sugar metabolism, and phenylpropanoid biosynthesis (**Supplementary Figures S3**, **S4**).

### 3.5 Whole genome duplications of *A.ablus*

The density distribution revealed that *A. konjac* shared the smallest peak with *A. albus*, near 0.69. Based on synonymous nucleotide substitution rates, it was determined that *A. albus* has undergone a whole-genome duplication (WGD) event (**Figure 4B**). Additionally, collinearity analysis of the *A. albus* and *A. konjac* genomes (**Figure 4A**) indicated that both species experienced the same WGD events.

**Figure 4:**
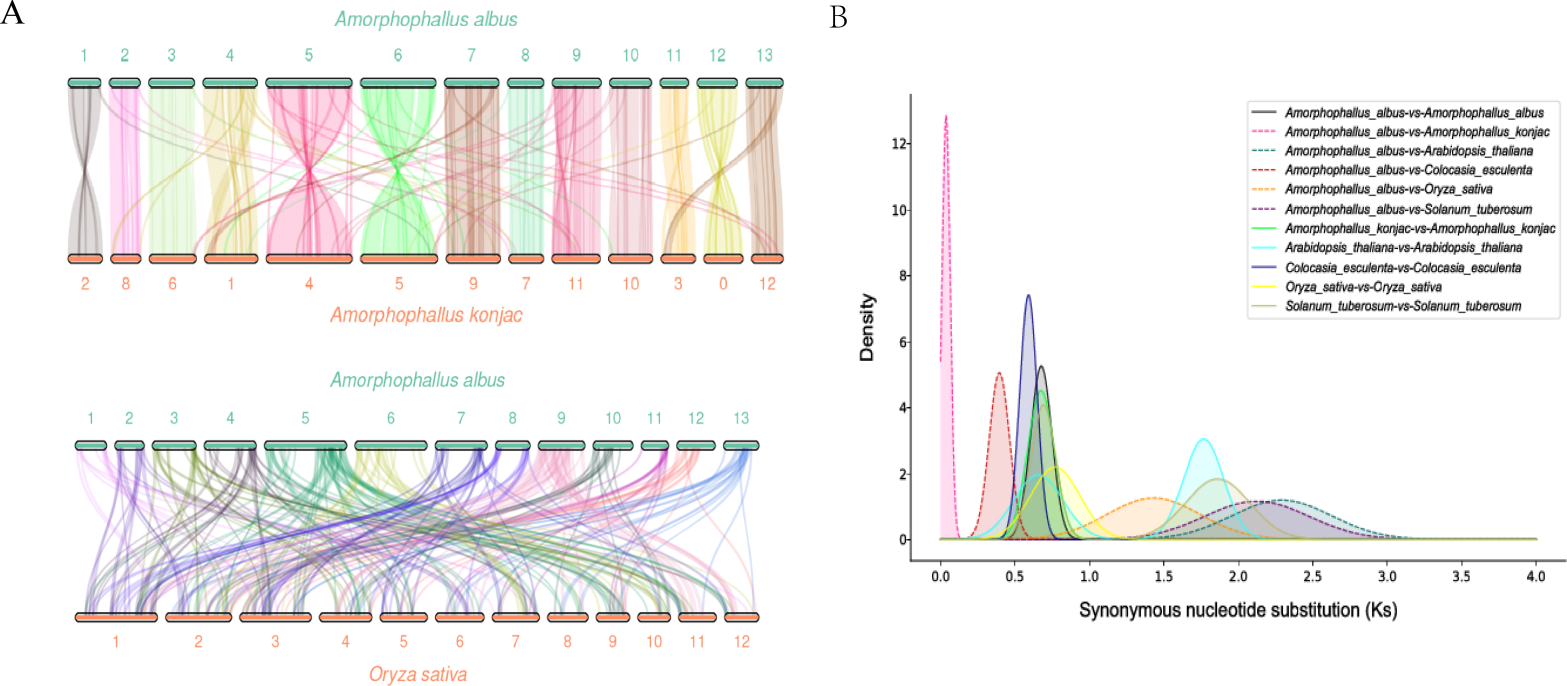
Collinearity diagram and Whole Genome Duplication. **(A)** Collinearity diagram. This diagram illustrates the synteny between *A*. *albus* and other species. **(B)** WGD (Whole Genome Duplication) analysis diagram. This diagram displays the occurrence and distribution of whole genome duplication events within the *A. albus* genome.

### 3.6 Transcriptome analysis of *A.albus* responsive to SR infection

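The libraries behind Figure 5 were made from petiole RNA, 12 libraries in 4 groups of 3. CK was sampled at 0 h, and plants infected with S. rolfsii (SR) were sampled at 12 h (S1), 24 h (S2) and 48 h (S3). Poly(A) RNA was selected and a stranded (dUTP) kit was used. The authors' processing notes name cutadapt 1.9, HISAT2 and StringTie 1.3.4d, and the paper states that reads were mapped to the reference genome. The tool and the strand setting behind the counts are not given in the sources used here. The authors deposited raw counts and FPKM for 24634 genes, each with at least 1 count in at least 1 library. Counts summed over genes were 47481634 to 65210740 per CK library (median 59526667) and 47460541 to 51546168 per S1 library (median 49357441). They were 33240112 to 51754336 per S2 library (median 37170117) and 15463305 to 46930270 per S3 library (median 34233271). Genes with at least 1 count numbered 21381 ± 194 (SD, n = 3) in CK, 21836 ± 393 in S1, 19279 ± 982 in S2 and 17901 ± 1268 in S3. From the counts, 20222 genes passed edgeR's filter on low counts, with a minimum count of 10 and a minimum total of 15. They were scaled by TMM and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment in each of 6 comparisons. DEGs were called at a fold change of at least 2 and an adjusted p under 0.1, the thresholds the paper gives for DESeq2. Expression is given as CPM (counts scaled to library size) after TMM scaling, as mean ± SD of 3 libraries. Where a group had no count for a gene, the fold is a lower bound computed against 3 counts over the group, and 1 to 3 counts give a ratio with its 95% interval. Bounds and intervals cover counting error only. The first principal component of log2 CPM held 67.2% of the variance and ran from CK to S3. S2 replicate 1 lay at 223.7 on it, among the S3 libraries (159.1 to 263.9), and the other S2 libraries lay at 22.4 and 83. CK libraries differed little from each other, with a biological coefficient of variation of 0.056 against 0.431 in S1, 0.607 in S2 and 0.407 in S3.

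**Figure D1:**
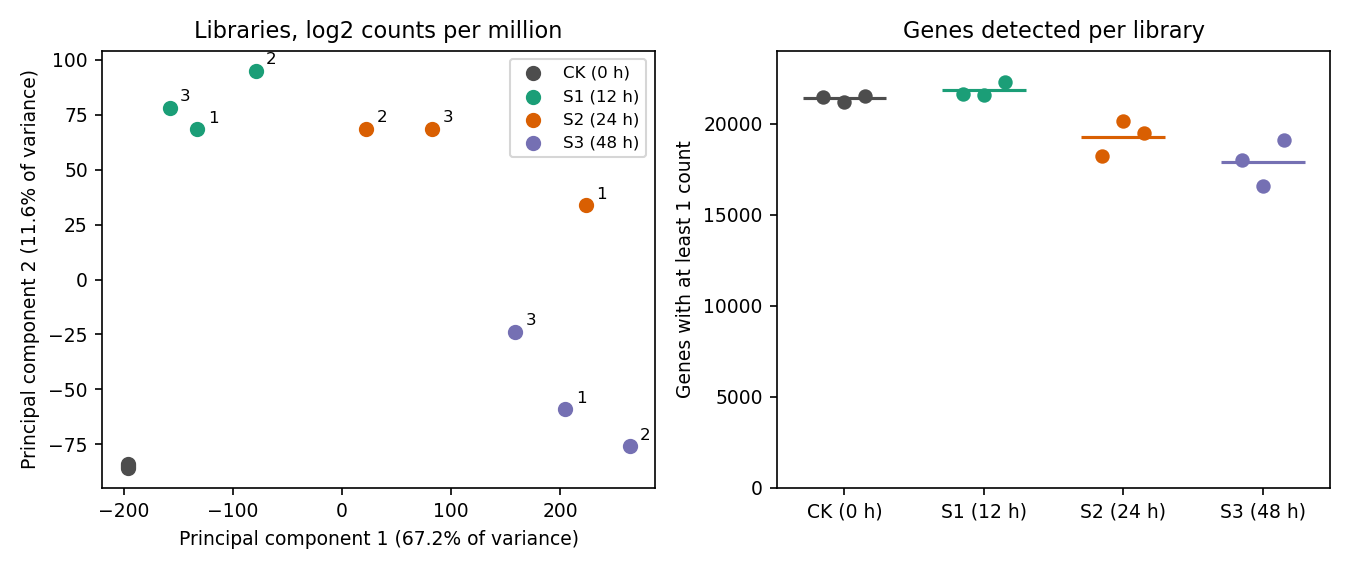
The left panel plots each library on the first and second principal components of log2 CPM, and the right panel plots the number of genes with at least 1 count per library, with a bar at each group's mean. S2 replicate 1 sits among the S3 libraries on the first component and above them on the second, and S3 has the lowest mean of detected genes (17901 ± 1268, SD, n = 3).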

Gene expression profiling of *A. albus* at different SR infection stages (0, 12h, 24h, and 48h) was conducted using RNA-Seq. Six comparative DEG analyses (S1 vs. CK, S2 vs. CK, S2 vs. S1, S3 vs. CK, S3 vs. S1, and S3 vs. S2) identified 4,576, 9,973, 5,845, 10,485, 8,677, and 1,711 differentially expressed genes (DEGs), respectively. Of these, 3,005, 3,050, 1,608, 2,645, 1,792, and 549 genes were up-regulated, while 1,571, 6,923, 4,237, 8,640, 6,885, and 1,162 genes were down-regulated in response to infection. These results clearly demonstrate that SR infection induces significant changes in plant gene expression patterns (**Figure 5A**; **Supplementary Figure S5**).

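The genes that rose most after infection had few or no counts in CK. Aal_5G0028690 and Aal_5G0028700 carry the KEGG entry of cinnamyl-alcohol dehydrogenase, an enzyme that makes the alcohols from which lignin is built. Neither had a count in CK, and at S3 they reached 1065 ± 602 and 741 ± 410.2 CPM (SD, n = 3). This is at least 95800-fold (adjusted p = 0.000119, edgeR) and at least 66700-fold (adjusted p = 0.000159, edgeR) above CK. They lie next to each other on chromosome 5, from 518239847 to 518241750 and from 518323080 to 518329914, and such copies may share reads. Aal_6G0013890, a lignin-forming anionic peroxidase on chromosome 6 from 52500730 to 52502159, rose from 0.0488 ± 0.0543 CPM in CK to 3303 ± 894 at S3 (log2 fold change 16.06, standard error 2.36, adjusted p = 0.000203 from edgeR). Of the S2 libraries, replicate 1 had the most of it, at 3778 CPM against 279 and 1664 in the other S2 libraries. Aal_13G0019050, a non-specific lipid-transfer protein of the kind that moves lipids to the cell wall, lies on chromosome 13 from 244195959 to 244196261. With no count in CK, it rose at least 6010-fold at S2 and at least 12900-fold at S3. Aal_3G0003510, annotated as a cytokinin hydroxylase, lies on chromosome 3 from 13168792 to 13171157 and rose at least 9450-fold to 105 ± 45.7 CPM at S3.

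Other genes were among those that rose most from CK to S1. Aal_9G0014260, a DREB1B-like factor of the cold and drought response, lies on chromosome 9 from 39135678 to 39137701. It had no count in CK, 18 ± 8.5 CPM at S1 and 0.236 ± 0.205 at S3, at least 1620-fold above CK at S1 (adjusted p = 0.000114, edgeR). Aal_7G0004640, an AVT6A-like amino acid transporter on chromosome 7 from 13987873 to 13989621, went from no count to 12.9 ± 4.65 CPM at S1 (at least 1160-fold) and stood at 2.27 ± 0.839 at S3. Aal_10G0018730, a putative folate-biopterin transporter, rose at S1 to 27.2 ± 9.16 CPM (log2 fold change 9.69, standard error 1.18, adjusted p = 0.00017). The ethylene response factor Aal_9G0007520 (ERF020-like), with 2 counts over the CK libraries, rose at S1 by a ratio of 958 (95% interval 265 to 7910).

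In total, 3207 DEGs were called in S1 vs. CK, 10488 in S2 vs. CK, 11902 in S3 vs. CK, 8625 in S2 vs. S1, 10971 in S3 vs. S1 and 3094 in S3 vs. S2. These are 15.9%, 51.9%, 58.9%, 42.7%, 54.3% and 15.3% of the genes tested. With CK summed as 1 library, which also takes replicates from the test, these counts were 874, 6098, 8845, 6998, 10231 and 1687. Leave-one-out fits gave 1691 (without S3 replicate 1) to 5456 DEGs (without S2 replicate 1) in S3 vs. S2, with 2017 without S2 replicate 3, and a fit of only the 2 groups gave 920.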

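Genes that fell far included chlorophyll a-b binding proteins and a phosphoribulokinase. Aal_7G0002700, the chlorophyll a-b binding protein 151 that gathers light for the photosystems, lies on chromosome 7 from 8291625 to 8293108. It stood at 71.1 ± 2.5 CPM (SD, n = 3) in CK and had no count at S3, at least 1360-fold lower (adjusted p = 0.000662, edgeR). Another chlorophyll a-b binding gene, Aal_9G0010970, fell at least 788-fold, and Aal_4G0006560, of the same family, fell at least 126-fold at S2. Phosphoribulokinase, which regenerates the acceptor of carbon dioxide in the Calvin cycle, is encoded by Aal_10G0006850 on chromosome 10 from 20165471 to 20169214. It fell from 18 ± 0.681 CPM in CK to 0.0673 ± 0.117 at S2 (log2 fold change -7.62, standard error 1.27, adjusted p = 0.00056). Aal_4G0023040, the mannan endo-1,4-beta-mannosidase 2 that cuts mannan chains, lies on chromosome 4 from 546002015 to 546010207 and went from 48.3 ± 2.44 CPM to no count at S3, at least 926-fold lower (adjusted p = 4.10e-05). The cellulose-cutting endoglucanase 23-like gene Aal_5G0006490 fell at least 697-fold and the auxin-responsive gene IAA30 (Aal_7G0001840) at least 900-fold. Aal_2G0001920, a flowering locus T gene of the kind that triggers flowering, went from 14.5 ± 0.514 CPM to no count at S2 and at S3, at least 478-fold lower at S2 (adjusted p = 5.23e-05). Aal_12G0014860, related to protein phosphatase 7, fell by 8.09 on the log2 scale at S2, and Aal_5G0046350, with the KEGG entry K08905 of photosystem I, fell by 7.99.

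Genes that fell at S1 included a nuclease and proteases. Endonuclease 1 (Aal_6G0016120, on chromosome 6 from 59692145 to 59694503) stood at 65.6 ± 2.34 CPM in CK and had 2 counts over the S1 libraries, a ratio of 6860 (95% interval 1900 to 56600). The protease genes Aal_9G0003320 (subtilisin-like SBT1.9) and Aal_11G0004700 (vignain) had log2 fold changes of -9.54 and -8.55 at S1. Aal_6G0017760, a putative beta-glucosidase 41, fell at S1 (log2 fold change -7.19, standard error 0.861, adjusted p = 0.000156) and stood at 30.5 ± 22.1 CPM at S3 against 36.9 ± 0.431 in CK. Aal_3G0022910, a WAT1-related transporter gene, had a log2 fold change of -7.14 at S1.

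By direction, 2554 DEGs were up and 653 down in S1 vs. CK, 5027 and 5461 in S2 vs. CK, and 5192 and 6710 in S3 vs. CK. Between infected groups, 3798 were up and 4827 down in S2 vs. S1, 4297 and 6674 in S3 vs. S1, and 997 and 2097 in S3 vs. S2. On library totals alone, with no TMM factor, these became 2265 and 747, 2861 and 9889, 2482 and 12163, 1479 and 8959, 1628 and 12081, and 655 and 4016, in the same order. The FPKM as deposited gave 1807 up and 1018 down in S1 vs. CK, 2192 and 7450 in S2 vs. CK, and 1894 and 9018 in S3 vs. CK. Over all genes tested, the median log2 fold change against CK was 0.01 at S1, -0.18 at S2 and -0.27 at S3 with TMM, and -0.14, -1.14 and -1.68 on library totals alone. S3 vs. S2 gave 1986 up and 3470 down without S2 replicate 1, 607 and 1084 without S3 replicate 1, 647 and 1370 without S2 replicate 3, 1216 down without S2 replicate 2, and 410 and 510 with only the 2 groups. S1 vs. CK gave 400 to 406 down when any 1 CK library was left out, 1283 with only the 2 groups, 1321 with limma on quantile-normalized FPKM and 1385 with voom group weights.

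**Figure D2:**
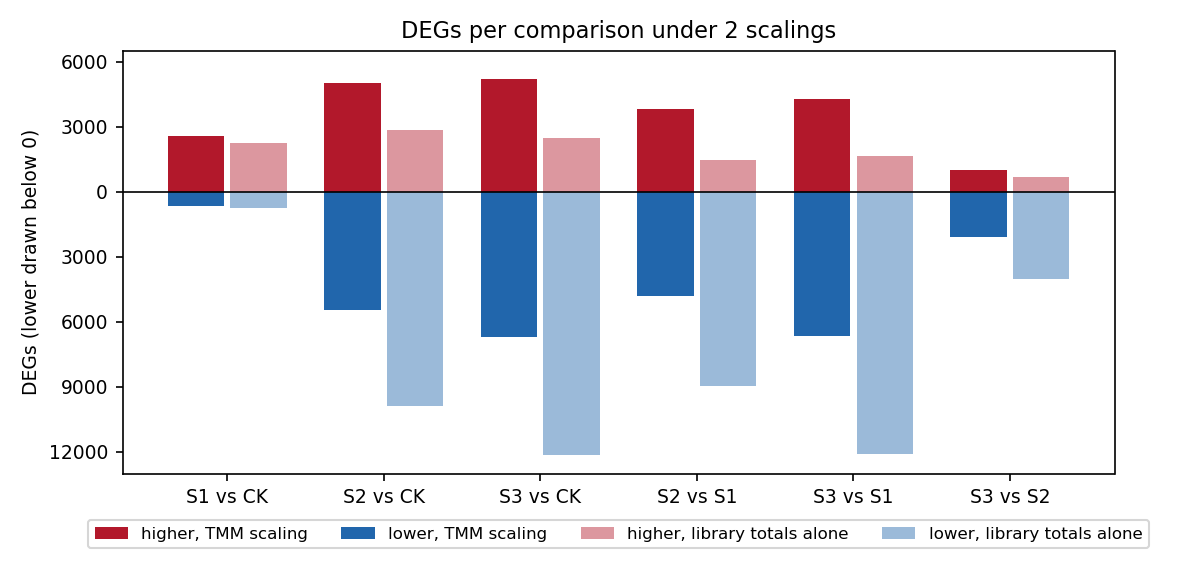
Bars give the number of DEGs called higher (above 0) and lower (below 0) in each of the 6 comparisons, in full colour with TMM scaling and in pale colour on library totals alone. In S3 vs. CK, 5192 genes are higher and 6710 lower with TMM, against 2482 and 12163 on library totals alone.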

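Some of the most abundant transcripts at 48 h were scarce in CK, and others rose from values that were already high there. One of the most abundant transcripts at S3 encodes a barwin-domain protein (Aal_7G0001940, on chromosome 7 from 6001501 to 6002455), of a family of wound-induced proteins. It rose from 535 ± 5.59 CPM in CK to 10709 ± 4228 at S2 and 32740 ± 7171 at S3 (SD, n = 3), with a log2 fold change of 5.94 at S3 (standard error 0.63, adjusted p = 2.94e-05, edgeR). A related barwin gene on the same chromosome, Aal_7G0001800, rose from 399.5 ± 11.1 to 17774 ± 4787 CPM. A run of 4 genes close together on chromosome 13 without a functional description (Aal_13G0005090, Aal_13G0005100, Aal_13G0005260 and Aal_13G0005310) went from 5.19 to 8.28 CPM in CK to 13221 to 25345 CPM at S3, and such copies may share reads. Aal_7G0027770, also without a description, rose from 2413 ± 23.3 to 20704 ± 1529 CPM. Metallothionein 2b (Aal_8G0018060), a small metal-binding protein, fell from 1400 ± 16.2 CPM in CK to 369.7 ± 60.7 at S1 and 155 ± 70.9 at S3. Aal_4G0023030, without a known function, fell from 10936 ± 60.6 to 1435 ± 376 CPM. Defensin J1-2 (Aal_10G0012400), an antimicrobial peptide, was among the highest genes in CK at 2087 ± 20 CPM and stood at 2696 ± 290.4 at S3 (log2 fold change 0.37, standard error 0.413, adjusted p = 0.447, not called). Aal_6G0037770, without a description, was also among the highest in CK at 19149 ± 19.2 CPM and stood at 10230 ± 1328 at S3 (adjusted p = 0.141, not called). Its neighbour Aal_6G0037760 fell to 3197 ± 227 CPM at S3 from 7974 ± 69.1, and Aal_7G0000060 rose at S1 (log2 fold change 1.39, standard error 0.44, adjusted p = 0.0566).

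Photosynthesis genes mostly fell from S2 on. Of 32 genes of photosynthesis tested, 4 rose and 1 fell at S1, 5 and 20 at S2, and 5 and 19 at S3 (3 rose and 1 fell at S1, 3 and 22 at S2, and 3 and 22 at S3 on library totals alone). Photosynthesis genes not called numbered 27, 7 and 8, and the counts adjusted over the list alone were 4 rose and 1 fell at S1, 5 and 20 at S2, and 6 and 19 at S3. The list ranked lower than other genes at S2 (camera adjusted p = 0.0116, and adjusted p = 0.68 with an estimated correlation) and at S3 (camera adjusted p = 0.0378, and adjusted p = 0.838 with an estimated correlation). Against this direction, Aal_11G0005810, a gene annotated as photosystem II D1, rose from 0.925 ± 0.278 CPM to 11.2 ± 7.45 at S3. Whether it encodes a working D1 protein was not tested.

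Lists of cell type markers stood for tissues that a petiole holds. Of 29 epidermis and cuticle genes, 6 rose and 3 fell at S1, 6 and 8 at S2, and 7 and 15 at S3 (6 rose and 2 fell at S1, 5 and 15 at S2, and 6 and 18 at S3 on library totals alone). Epidermis genes not called numbered 20, 15 and 7, and the counts adjusted over the list alone were 7 rose and 3 fell at S1, 6 and 7 at S2, and 7 and 15 at S3. Glycerol-3-phosphate acyltransferase 1 (Aal_1G0007850), an enzyme of cutin and membrane lipid synthesis, rose from 4.19 ± 0.431 CPM in CK to 651 ± 179 at S3. Of 12 xylem and secondary wall genes, 5 rose at S1, 5 rose and 4 fell at S2, and 4 and 4 at S3 (4 rose at S1, 5 rose and 5 fell at S2, and 3 and 7 at S3 on library totals alone). DESeq2 gave 5 rose at S1, 5 rose and 5 fell at S2, and 4 and 5 at S3 for the same list. Xylem genes not called numbered 7, 3 and 4, and the counts adjusted over the list alone were 7 rose at S1, 5 rose and 4 fell at S2, and 4 and 4 at S3. Their median was below 0 at S2 and S3 while the direction of the camera test was upward. Xylem genes ranked higher than other genes at S1 (camera adjusted p = 0.00487, and adjusted p = 0.105 with an estimated correlation), and COBRA-like 7 (Aal_6G0006460), of cellulose deposition, rose to 104 ± 13 CPM from 13.9 ± 0.492. Of 3 phloem genes, 2 fell at S2 and 3 at S3, with the same counts when adjusted over the list alone. They include the sieve element occlusion gene Aal_11G0003140 (log2 fold change -2.57, standard error 0.478, adjusted p = 0.000888) and PP2-A1 (Aal_4G0023940, log2 fold change -1.71, standard error 0.287, adjusted p = 0.000476).

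A test for any difference between the 4 groups passed for 15979 genes, 79% of those tested. From the numbers of up- and down-regulated DEGs in its 6 comparisons, the paper concludes that infection with SR changes the expression of the plant's genes (Figure 5A).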

**Figure 5:**
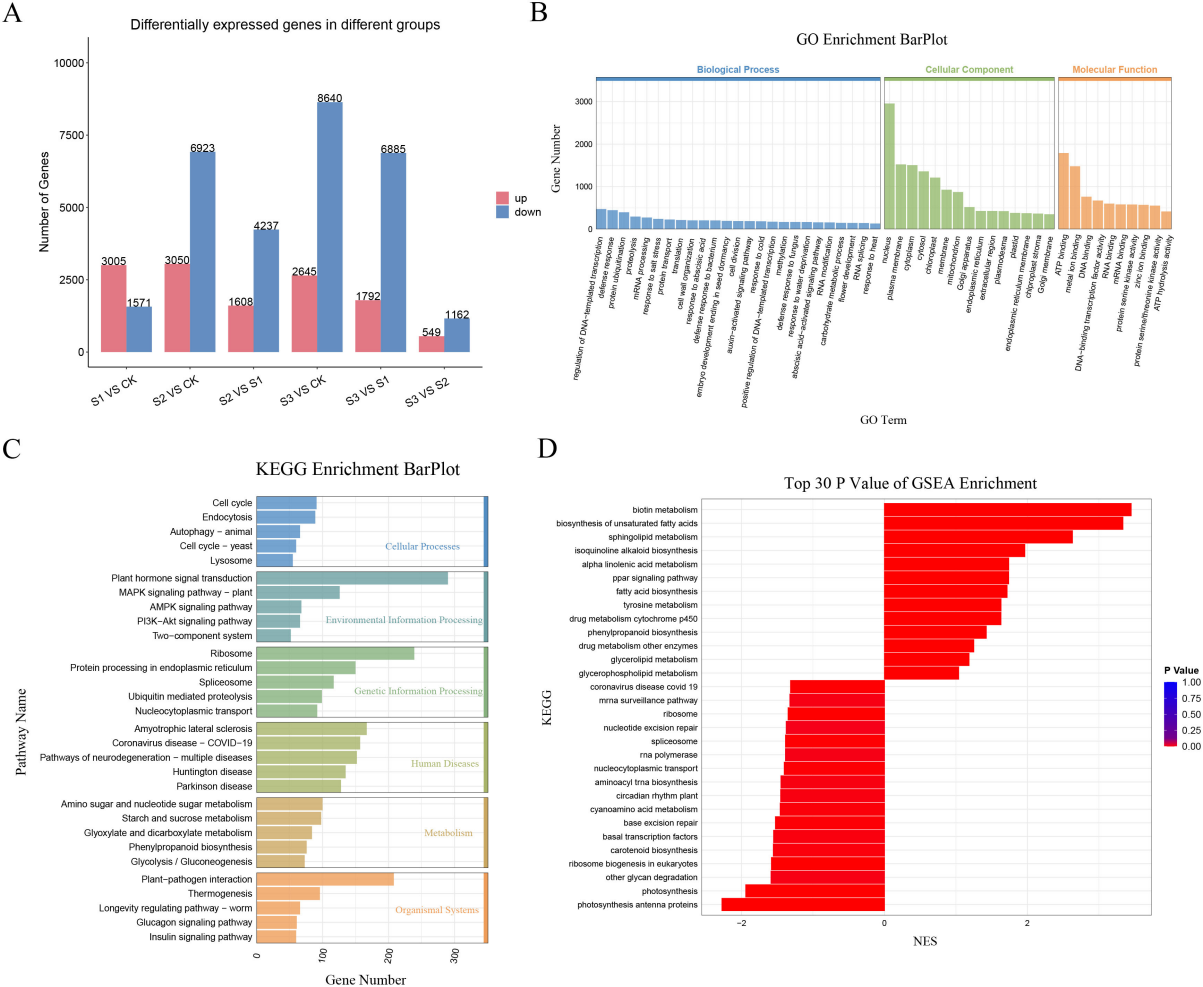
Transcriptome analysis of *A*. *albus* responsive to SR infection during different stages (0h, 12h, 24h, 48h). **(A)** Differentially expressed genes (DEGs) of *A*. *albus* responsive to SR infection. This panel shows the genes that are differentially expressed at various time points (0h, 12h, 24h, and 48h) following SR infection. **(B)** Gene Ontology (GO) enrichment analysis with DEGs of *A. albus* responsive to SR. This panel presents the functional enrichment of DEGs, categorized into different GO terms. **(C)** KEGG enrichment analysis with DEGs of *A*. *albus* responsive to SR. This panel shows the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of the DEGs. **(D)** Gene Set Enrichment Analysis (GSEA) with DEGs of *A. albus* responsive to SR. This panel illustrates the results of GSEA, which identifies the biological pathways and gene sets that are differentially activated in response to SR infection at different time points.

GO enrichment analysis of biological processes, cellular components, and molecular functions indicated that enriched genes were involved in the regulation of DNA-templated transcription, nucleus, and ATP binding in response to SR infection (**Figure 5B**). 

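Some genes of each transcription factor family of the defence response rose at 12 h, and others fell. WRKY factors, which bind the promoters of defence genes, included WRKY72 (Aal_8G0000640), at 0.3 ± 0.0404 CPM in CK and 90.6 ± 21.6 at S3 (SD, n = 3, log2 fold change 8.22, standard error 1.09, adjusted p = 0.000108 from edgeR). A WRKY1 gene (Aal_8G0002240) rose at S1 from 8.72 ± 0.652 to 215 ± 166 CPM, and another (Aal_5G0016950) had a log2 fold change of 6.82 at S1. WRKY63 (Aal_7G0027490) fell at least 404-fold at S3 and WRKY7 (Aal_3G0022490) fell by 5.21 on the log2 scale. Of 35 WRKY genes tested, 16 rose and 3 fell at S1, 19 and 6 at S2, and 18 and 9 at S3 (15 rose and 3 fell at S1, 13 and 11 at S2, and 13 and 15 at S3 on library totals alone). WRKY genes not called numbered 16, 10 and 8, and the counts adjusted over the list alone were 17 rose and 5 fell at S1, 19 and 6 at S2, and 18 and 9 at S3. WRKY genes ranked higher than other genes at S1 (camera adjusted p = 3.31e-05, and adjusted p = 0.105 with an estimated correlation), S2 (camera adjusted p = 0.0133, and adjusted p = 0.42 with an estimated correlation) and S3 (camera adjusted p = 0.0356, and adjusted p = 0.567 with an estimated correlation).

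Some ethylene response factor (ERF) genes, which act in ethylene and jasmonate responses, rose at S1. ERF071 (Aal_6G0008060) went from 1.25 ± 0.241 CPM in CK to 157 ± 86.2 at S1 (log2 fold change 6.97, standard error 0.624, adjusted p = 1.95e-05) and 23.9 ± 10.2 at S3. Its neighbours Aal_6G0008070 and Aal_6G0008040, which may share reads with it, had log2 fold changes of 7.12 and 5.98 at S1. Of 25 ERF genes, 10 rose and 1 fell at S1, 15 and 2 at S2, and 14 and 7 at S3 (9 rose and 1 fell at S1, 12 and 6 at S2, and 10 and 8 at S3 on library totals alone). ERF genes not called numbered 14, 8 and 4, and the counts adjusted over the list alone were 11 rose and 1 fell at S1, 16 and 2 at S2, and 14 and 7 at S3. The family ranked higher than other genes at S1 (camera adjusted p = 6.93e-05, and adjusted p = 0.105 with an estimated correlation) and S2 (camera adjusted p = 0.0116, and adjusted p = 0.42 with an estimated correlation), and at S3 camera gave adjusted p = 0.129. NAC factors, of stress and senescence, included NAC68 (Aal_5G0040980), which rose from 24.5 ± 1.07 to 917 ± 331 CPM at S3 (adjusted p = 0.000119 at S1 and 1.14e-05 at S3). NAC100-like Aal_5G0041140 rose by 7.23 on the log2 scale at S3 and another NAC100-like gene (Aal_1G0015280) fell by 7.74. Of 31 NAC genes, 13 rose and 4 fell at S1, 14 and 7 at S2, and 11 and 6 at S3 (12 rose and 4 fell at S1, 8 and 8 at S2, and 6 and 13 at S3 on library totals alone). NAC genes not called numbered 14, 10 and 14, and the counts adjusted over the list alone were 14 rose and 5 fell at S1, 15 and 7 at S2, and 11 and 6 at S3. NAC genes ranked higher than other genes at S1 (camera adjusted p = 0.0062, and adjusted p = 0.105 with an estimated correlation) and S2 (camera adjusted p = 0.0644, and adjusted p = 0.42 with an estimated correlation), with camera adjusted p = 0.15 at S3. MYB30 (Aal_3G0009690), known for its part in defence-related cell death, rose from 15 ± 0.198 CPM to 409 ± 47 at S2 (log2 fold change 4.77, standard error 0.285, adjusted p = 1.09e-06). MYB61 (Aal_12G0022900) and the MYB4-like Aal_5G0041240 fell by 5.08 and 5.16 on the log2 scale at S3. Of 29 MYB genes, 7 rose and 2 fell at S1, 9 and 7 at S2, and 9 and 8 at S3 (5 rose and 2 fell at S1, 6 and 9 at S2, and 6 and 12 at S3 on library totals alone). MYB genes not called numbered 20, 13 and 12, and the counts adjusted over the list alone were 9 rose and 2 fell at S1, 9 and 7 at S2, and 9 and 8 at S3. For this family camera gave adjusted p = 0.082 at S1 (adjusted p = 0.524 with an estimated correlation), 0.484 at S2 and 0.764 at S3.

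Of 571 genes annotated with regulation of DNA-templated transcription, 76 rose and 21 fell at S1, 118 and 196 at S2, and 110 and 242 at S3 (59 and 311 at S2 and 52 and 389 at S3 on library totals alone). Adjusted over the list alone these were 118 and 197 at S2 and 110 and 243 at S3, with the same counts at S1. Among 3688 genes of the nucleus, 412 rose and 107 fell at S1, 803 and 925 at S2, and 814 and 1191 at S3 (402 and 1879 at S2 and 341 and 2332 at S3 on library totals alone). Nucleus counts adjusted over the list alone were 409 rose and 106 fell at S1, 802 and 922 at S2, and 814 and 1189 at S3. ATP binding genes tested numbered 2178, of which 318 rose and 48 fell at S1, 573 and 565 at S2, and 551 and 756 at S3, against 527 and 672 at S2 with DESeq2, 523 and 649 with RLE scaling, and 324 and 1074 on library totals alone. At S3 the split on library totals alone was 238 and 1329, and adjusted over the list alone the ATP binding counts were 324 rose and 50 fell at S1, 573 and 567 at S2, and 551 and 760 at S3. Genes not called in the 3 terms numbered 474, 257 and 219 for transcription, 3169, 1960 and 1683 for nucleus, and 1812, 1040 and 871 for ATP binding. Fisher's exact test of DEGs against all tested genes with a GO term gave adjusted p = 0.288, 0.133 and 0.0768 at S1, S2 and S3 for transcription, 0.999, 1 and 1 for nucleus, and 0.156, 0.307 and 0.0768 for ATP binding. Transcription genes ranked lower than other genes at S3 (camera adjusted p = 0.0723, and adjusted p = 0.74 with an estimated correlation).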

KEGG enrichment analysis of DEGs revealed that the response of *A. albus* to SR infection at the transcriptional level was primarily associated with plant hormone signal transduction, plant-pathogen interactions, and ribosome-related resistance metabolites (**Figure 5C**). 

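Several genes that make ethylene and jasmonate rose at 12 h. An ACC synthase (Aal_5G0007080), which makes the precursor of ethylene, went from 0.222 ± 0.108 CPM in CK to 84.8 ± 38.6 at S1 and 407 ± 74.9 at S3 (SD, n = 3, log2 fold change 10.83 at S3, standard error 0.817, adjusted p = 4.56e-06, edgeR). The ACC oxidases that complete the route, Aal_5G0020780 and Aal_7G0027910, reached 2985 ± 1280 and 3616 ± 1255 CPM at S2 from 3.8 ± 0.497 and 37.5 ± 0.634. In S2 replicate 1 the former stood at 4411 CPM, against 1935 and 2610 in the other S2 libraries. Of 7 ethylene genes tested, 4 rose at S1, 5 rose and 1 fell at S2, and 4 and 1 at S3 (3 rose at S1, 5 rose and 1 fell at S2, and 4 and 1 at S3 on library totals alone). Ethylene genes not called numbered 3, 1 and 2, and the counts adjusted over the list alone were the same. They ranked higher than other genes at S1 (camera adjusted p = 0.000232, and adjusted p = 0.105 with an estimated correlation), S2 (camera adjusted p = 0.00167, and adjusted p = 0.246 with an estimated correlation) and S3 (camera adjusted p = 0.0194, and adjusted p = 0.513 with an estimated correlation).

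For jasmonate, a 12-oxophytodienoate reductase (Aal_9G0007300), which acts in its synthesis, rose from 23 ± 0.794 CPM to 528 ± 128 at S1 (log2 fold change 4.52, standard error 0.527, adjusted p = 0.000129) and 1507 ± 854 at S3. A second reductase gene of the same cluster, Aal_9G0007270, rose to 263 ± 172 CPM at S2 from 3.42 ± 0.31, and the copies may share reads. 12-oxophytodienoate reductase 7 (Aal_11G0014970) rose to 388 ± 74.5 CPM at S1 and stood at 30.8 ± 21.3 at S3, near its CK value of 38.9 ± 1.64 (adjusted p = 0.683 at S3). TIFY10a (Aal_3G0014240), a repressor that jasmonate itself induces, rose from 81.2 ± 1.42 to 377 ± 80 CPM at S1. Of 12 jasmonate genes, 7 rose at S1, 8 rose at S2, and 7 rose and 1 fell at S3 (7 rose at S1, 7 rose and 2 fell at S2, and 4 and 5 at S3 on library totals alone). Jasmonate genes not called numbered 5, 4 and 4, and the counts adjusted over the list alone were the same. Jasmonate genes ranked higher than other genes at S1 (camera adjusted p = 3.31e-05, and adjusted p = 0.0315 with an estimated correlation), S2 (camera adjusted p = 0.00534, and adjusted p = 0.152 with an estimated correlation) and S3 (camera adjusted p = 0.0511, and adjusted p = 0.513 with an estimated correlation).

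More genes of immune receptors, which recognise pathogen effectors, fell than rose at S2 and S3. An NBS-LRR gene (Aal_10G0022760) went from 85.8 ± 1.09 CPM to 1.7 ± 0.812 at S1 and 0.135 ± 0.234 at S3 (log2 fold change -8.82, standard error 1.11, adjusted p = 8.15e-05), and RGA3 (Aal_5G0016880) from 16.5 ± 0.557 to 0.448 ± 0.0775. A Pik-1-like gene (Aal_6G0035450) rose to 75 ± 12.5 CPM at S1 and stood at 12.3 ± 3.84 at S3, its CK value being 12.3 ± 1.03. Of 64 immune receptor genes, 8 rose and 6 fell at S1, 9 and 30 at S2, and 7 and 36 at S3 (8 rose and 6 fell at S1, 5 and 40 at S2, and 4 and 50 at S3 on library totals alone). Immune receptor genes not called numbered 50, 25 and 21, and the counts adjusted over the list alone were the same. They ranked lower than other genes at S2 (camera adjusted p = 0.0716, and adjusted p = 0.68 with an estimated correlation) and S3 (camera adjusted p = 0.0356, and adjusted p = 0.803 with an estimated correlation). Pathogenesis-related protein PRB1-3 (Aal_13G0008220) rose from 28 ± 1.32 CPM to 3914 ± 3776 at S2 and 13107 ± 3720 at S3 (log2 fold change 8.87, standard error 1.41, adjusted p = 0.000336). Its S2 libraries held 7852 (replicate 1), 324 and 3568 CPM. A PR-1-like gene (Aal_9G0002760), with 3 counts over the CK libraries, rose by a ratio of 2020 at S3 (95% interval 691 to 9800). Of 44 genes of pathogenesis-related proteins, 2 rose and 2 fell at S1, 8 and 10 at S2, and 10 and 18 at S3, against 2 rose and 2 fell at S1, 4 and 21 at S2, and 7 and 29 at S3 on library totals alone and 8 up and 3 down at S1 with DESeq2. Pathogenesis-related genes not called numbered 40, 26 and 16, and the counts adjusted over the list alone were 1 rose and 2 fell at S1, 8 and 9 at S2, and 10 and 18 at S3. Their camera adjusted p was 0.881, 0.56 and 0.285.

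A gene for ribosomal protein L10 (Aal_5G0028090) rose from 141 ± 2.75 CPM to 843 ± 136 at S3, and the plastid ribosomal protein L34 gene (Aal_4G0028510) fell from 15.3 ± 0.857 to 1.2 ± 0.2. Of 116 ribosomal protein genes, 1 rose at S1, 15 rose and 18 fell at S2, and 14 rose and 15 fell at S3, against 2 and 61 at S2 and 3 and 77 at S3 on library totals alone. The 115, 83 and 87 others were not called, and adjusted over the list alone 13 rose and 15 fell at S2 and 13 and 13 at S3. In the KEGG pathway of plant hormone signal transduction (332 genes), 78 rose and 17 fell at S1, 106 and 86 at S2, and 102 and 112 at S3, against 67 rose and 23 fell at S1, 71 and 141 at S2, and 55 and 189 at S3 on library totals alone. In that of plant-pathogen interaction (241 genes), 57 rose and 6 fell at S1, 86 and 54 at S2, and 78 and 84 at S3, against 49 rose and 6 fell at S1, 58 and 102 at S2, and 48 and 139 at S3. Of 314 ribosome genes, 1 rose at S1, 25 rose and 61 fell at S2, and 37 and 54 at S3, against 4 and 196 at S2 and 3 and 227 at S3 on library totals alone. At S1 no ribosome gene rose and 1 fell with RLE scaling or on library totals alone, and 2 fell with DESeq2. Not called at S1, S2 and S3 were 237, 140 and 118 hormone genes, 178, 101 and 79 plant-pathogen genes and 313, 228 and 223 ribosome genes. Adjusted over each list alone, the counts were 83 rose and 26 fell at S1, 106 and 88 at S2, and 104 and 112 at S3 for hormones, 65 rose and 8 fell at S1, 86 and 54 at S2, and 78 and 86 at S3 for plant-pathogen interaction, and 24 rose and 56 fell at S2 and 37 and 50 at S3 for the ribosome. Fisher's exact test of DEGs against tested genes with a KEGG pathway gave adjusted p = 1.43e-12, 0.000616 and 0.00343 for hormones, 6.33e-07, 0.00349 and 0.00101 for plant-pathogen interaction, and 1 at each time for the ribosome. Hormone genes ranked higher than other genes at S1 (camera adjusted p = 0.0504, and adjusted p = 0.755 with an estimated correlation) and S2 (camera adjusted p = 0.0991, and adjusted p = 0.479 with an estimated correlation), and plant-pathogen genes did at S1 (camera adjusted p = 0.0135, and adjusted p = 0.405 with an estimated correlation) and S2 (camera adjusted p = 0.0549, and adjusted p = 0.317 with an estimated correlation). At S3 the median of both pathways was below 0 while the camera direction was upward. Ribosome genes ranked lower at S1 (camera adjusted p = 0.0366, and adjusted p = 0.817 with an estimated correlation) and S2 (camera adjusted p = 0.05, and adjusted p = 0.738 with an estimated correlation).

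**Figure D3:**
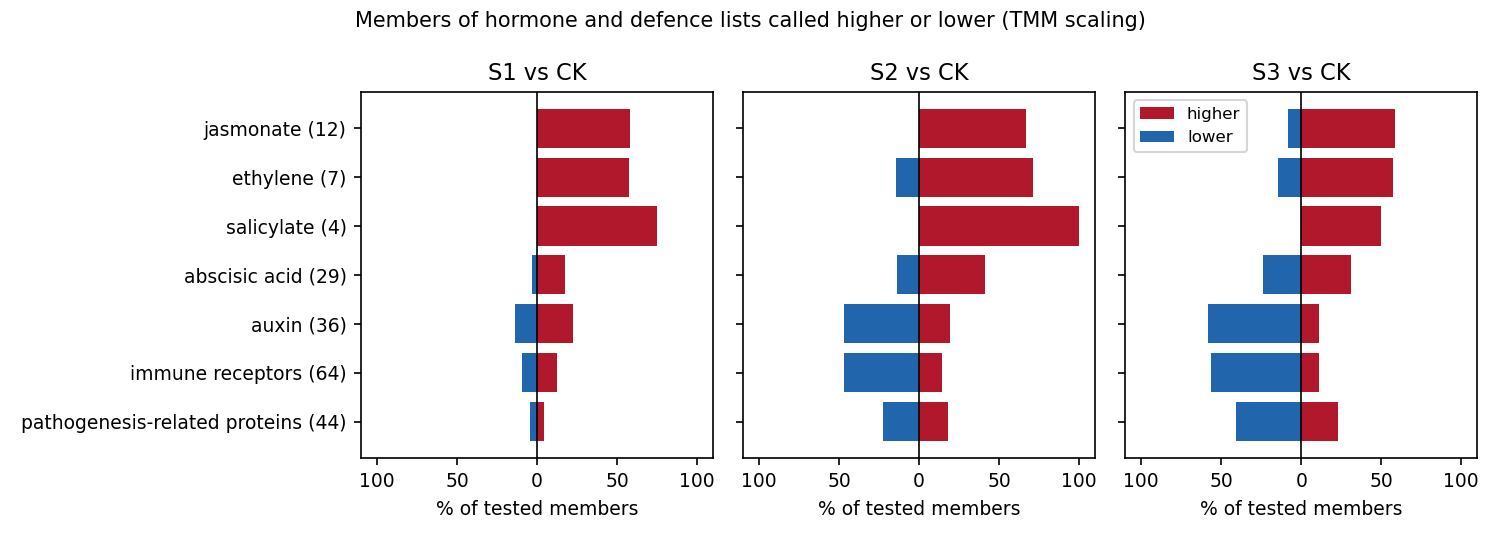
Bars give the percentage of tested genes of each hormone and defence list called higher or lower than CK. There is 1 panel per time point, with the number tested beside each list. At S3, 7 of 12 jasmonate genes are higher and 1 is lower, against 4 and 5 on library totals alone, and 36 of 64 immune receptor genes are lower.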

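In 4 enzyme families, most genes were called higher than CK at S1, S2 and S3. The 26 tested genes with the entry of omega-6 fatty acid desaturase, which adds a double bond to oleic acid, summed to 107 ± 1.25 CPM in CK (SD, n = 3), 904 ± 614 at S1, 6510 ± 2970 at S2 and 9610 ± 677 at S3, 89.5-fold its CK sum. Of these, 11 lie on chromosome 4, 7 on chromosome 10, 4 on chromosome 7, 3 on chromosome 5 and 1 on chromosome 6. Aal_7G0020000 rose from 0.216 ± 0.0287 to 1012 ± 60.6 CPM at S3 (log2 fold change 12.17, standard error 1.08, adjusted p = 1.02e-05 from edgeR), and Aal_6G0039470 from 11.8 ± 0.348 to 1646 ± 231. KAPA synthase genes (14 tested, 9 of them on chromosome 11), annotated with an enzyme of biotin synthesis, summed to 204 ± 2.35 CPM in CK and 9720 ± 559 at S3. Polyphenol oxidase genes (6 tested), which brown wounded tissue, summed to 20.7 ± 0.175 CPM in CK, 3740 ± 2700 at S2 and 2330 ± 127 at S3. Aromatic amino acid decarboxylase genes (5 tested), of alkaloid and amine synthesis, summed to 42.6 ± 2.28 CPM in CK, 1640 ± 788 at S2 and 1740 ± 127 at S3. S2 replicate 1 had the highest S2 sum in each of the 4 families, with 6641 CPM for polyphenol oxidase against 1300 and 3291 in the other S2 libraries, 2423 against 847.5 and 1637 for decarboxylases, and 9450 against 3519 and 6570 for desaturases. Desaturase genes rose in 25, 26 and 26 cases at S1, S2 and S3, KAPA synthase genes in 11, 13 and 14, polyphenol oxidase genes in 6 at each time and decarboxylase genes in 4 at each time. These 4 families were picked after their values were seen, so their counts are not independent evidence, and copies of a family may share reads.

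**Figure D4:**
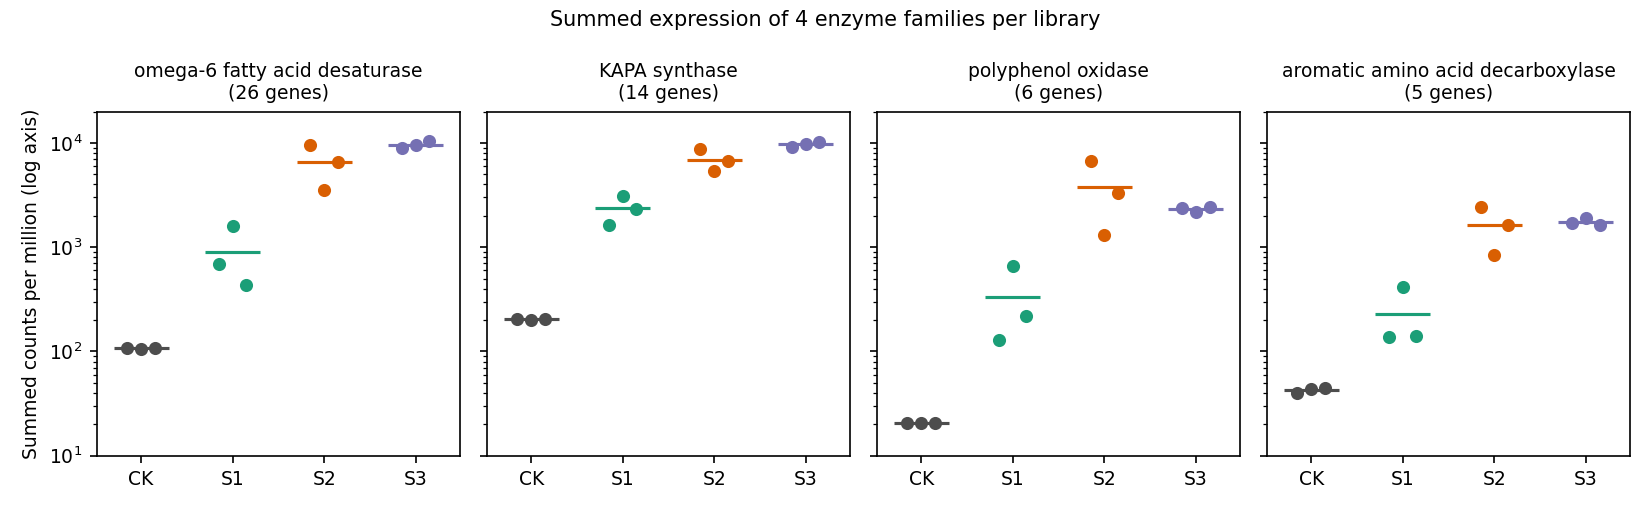
Points give the summed CPM of each enzyme family in each library on a log axis, and bars give the mean of each group of 3 libraries. Omega-6 fatty acid desaturase sums go from 107 ± 1.25 in CK to 9610 ± 677 at S3 (SD, n = 3), and S2 replicate 1 is the highest S2 point in each panel.

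In the pathway of biotin metabolism (29 genes), 14 rose at S1, 23 rose and 2 fell at S2, and 25 and 2 at S3, and in that of unsaturated fatty acids (49 genes), 28 rose and 1 fell at S1, 33 and 5 at S2, and 35 and 7 at S3. Biotin genes ranked higher than other genes at S3 (camera adjusted p = 7.40e-20, and adjusted p = 0.24 with an estimated correlation), and so did unsaturated fatty acid genes (camera adjusted p = 2.32e-13, and adjusted p = 0.24 with an estimated correlation). Sphingolipid genes include sphinganine C4-monooxygenase (Aal_5G0014140), at 3.97 ± 0.236 CPM in CK and 843 ± 171 at S3. Of 63 sphingolipid genes, 22 rose and 4 fell at S1, 33 and 16 at S2, and 36 and 11 at S3 (27 and 24 at S2 and 31 and 23 at S3 on library totals alone). Isoquinoline alkaloid genes (20) gave counts of 11 up and 2 down at S1, 11 and 3 at S2, and 13 and 2 at S3. Antenna protein genes, of light harvesting, went the other way, as 21 of 22 fell at S2 and 20 fell and 1 rose at S3 (camera adjusted p = 8.66e-05, and adjusted p = 0.41 with an estimated correlation). Aal_12G0002560, an antenna gene at 20.8 ± 0.919 CPM in CK, had no count at S3 (at least 399-fold lower). Of 54 photosynthesis pathway genes, 3 rose and 1 fell at S1, 10 and 31 at S2, and 12 and 29 at S3, and on library totals alone 4 rose and 35 fell at S2 and at S3. The circadian rhythm pathway (51 genes) had 5 up and 1 down at S1, 7 and 17 at S2, and 6 and 20 at S3, and cyanoamino acid metabolism (69 genes) had 4 and 5, 10 and 41, and 9 and 37. On library totals alone the circadian split was 4 and 27 at S2 and 3 and 38 at S3, and the cyanoamino acid split was 5 and 49 and 2 and 55. Of the 13 pathways that Figure 5D marks as raised, camera gave the same direction for 13 at each time, with adjusted p under 0.1 for 6 at S1, 13 at S2 and 13 at S3. Of the 17 it marks as lowered, the direction was the same for 17, 17 and 16, with adjusted p under 0.1 for 6, 11 and 8. Over all 30, the lowest adjusted p was 0.24 with an estimated correlation, in 6 pathways at S3. The study chose these 30 on the same libraries, so the shared directions are not independent evidence.
On library totals alone the median log2 fold change of all genes tested in S3 vs. CK was -1.68, against -0.27 with TMM. On that scaling, majorities of genes that rose turned in several pathways that Figure 5D marks as raised. At S3 these were alpha-linolenic acid metabolism (14 up and 17 down), PPAR signaling (7 and 8), fatty acid biosynthesis (16 and 18), tyrosine metabolism (13 and 16), drug metabolism by other enzymes (16 and 22), glycerolipid (16 and 24) and glycerophospholipid metabolism (20 and 39). The pathway named for coronavirus disease, whose members are all ribosome genes as well, had 22 up and 16 down at S3, against 17 and 22 with DESeq2, 17 and 20 with RLE scaling and 1 and 150 on library totals alone.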

GSEA analysis identified 30 biological pathways and gene sets that were differentially activated at different time points during SR infection, with 13 showing a high level of enrichment and 17 showing a lower level of enrichment (**Figure 5D**).

### 3.7 Metabolome analysis of *A. albus* responsive to SR infection

Metabolites in the leaves of *A. albus* were detected using LC-MS/MS non-targeted metabolomics at various stages of SR infection. Comparative analysis across five groups of differentially expressed metabolites (DEMs) (S1 vs. CK, S2 vs. CK, S3 vs. CK, S3 vs. S1, and S3 vs. S2) identified 151, 327, 233, 202, and 198 metabolites, respectively. Among these, 76, 143, 173, 158, and 144 metabolites were up-regulated, while 75, 84, 60, 64, and 53 metabolites were down-regulated in response to infection (**Figure 6A**). Venn diagram analysis further revealed 20 common DEMs across the five comparisons, suggesting their potential role in resistance to SR infection (**Figure 6B**). KEGG pathway analysis indicated that these DEMs were enriched in various pathways, including metabolic pathways, biosynthesis of secondary metabolites, and glycerophospholipid metabolism (**Figure 6C**). The network visually represents the interactions among differentially expressed metabolites (DEMs) in *A. albus* during infection, highlighting key DEMs and potential regulatory relationships that may play a significant role in response to SR infection. (**Figure 6D**).

**Figure 6:**
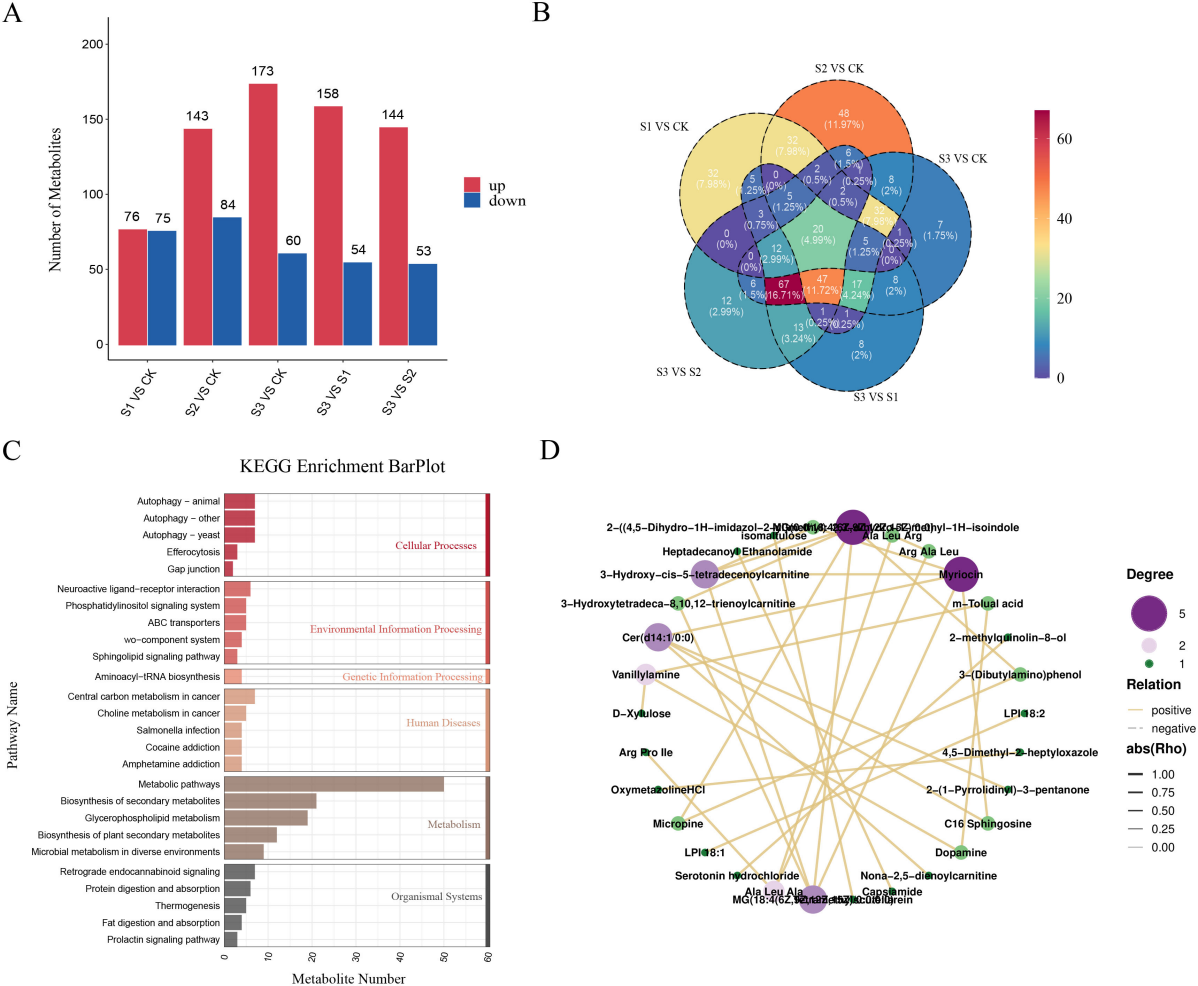
Metabolome analysis of *A*. *albus* responsive to SR infection during different stages (0h, 12h, 24h, 48h). **(A)** Differentially expressed metabolites (DEMs) of *A*. *albus* responsive to SR infection. This panel shows the metabolites that exhibit significant changes in their levels at various time points (0h, 12h, 24h, and 48h) following SR infection. **(B)** Venn diagram for DEMs from pairwise comparisons. This panel displays the overlap and unique DEMs identified through pairwise comparisons between different time points (e.g., 0h vs 12h, 12h vs 24h, 24h vs 48h). **(C)** KEGG enrichment analysis with DEMs of *A*. *albus* responsive to SR. This panel shows the KEGG pathway enrichment analysis for the differentially expressed metabolites (DEMs) identified in *A*. *albus* in response to SR infection. **(D)** Network graph for DEMs. This panel represents the interactions between the differentially expressed metabolites (DEMs) in *A*. *albus* during SR infection.

### 3.8 Combined transcriptome and metabolome analysis

According to the DEM analysis results of this experiment, combined with the transcriptome analysis results of the DEG, the results showed that 124 pathways were co-enriched (**Supplementary Figure S6**). 

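Figure 7A names 40 genes, of which 29 stand on its raised side and 11 on its lowered side, and at S3 vs. CK the same 29 rose and 11 fell. Inositol oxygenase (Aal_8G0001260, annotated by its KEGG entry), which starts the route from inositol to wall sugars, went from 0.539 ± 0.0558 CPM in CK to 79.3 ± 67.9 at S2 and 1225 ± 627 at S3 (SD, n = 3, log2 fold change 11.15, standard error 1.16, adjusted p = 2.57e-05 from edgeR). Aal_9G0027220, with the KEGG entry of basic endochitinase B, which cuts the chitin of fungal walls, rose from 4.59 ± 0.353 CPM to 4682 ± 518 (log2 fold change 9.99, standard error 0.852, adjusted p = 7.95e-06). Aal_6G0040570, with the entry of chalcone synthase, the enzyme that opens flavonoid synthesis, rose from 0.387 ± 0.121 to 409.5 ± 261 CPM. Genes with the entry of JAZ proteins, repressors of jasmonate responses, included Aal_5G0024820 (log2 fold change 9.12), Aal_9G0010040 (7.69), Aal_10G0016190 (6.50) and Aal_10G0016180 (6.33). A diacylglycerol kinase gene (Aal_9G0006730), of lipid signalling, rose by 2.92 on the log2 scale, and the gamma-glutamylcyclotransferase gene Aal_9G0014760, of glutathione turnover, by 6.94. Aal_12G0014620, with an alcohol dehydrogenase entry, rose by 10.02 and Aal_11G0015570, with that of a flavin-containing monooxygenase, by 7.83. The 2 aromatic amino acid decarboxylase genes Aal_10G0016930 and Aal_10G0016980 rose by 9.32 and 9.87. The raised side also holds 12 desaturase genes, 9 of them on chromosome 4, among them Aal_4G0008040 (10.32), and such copies may share reads.

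On the lowered side, the thiazole biosynthetic enzyme (Aal_12G0003660), of vitamin B1 synthesis, fell from 369 ± 4.92 CPM in CK to 1.69 ± 0.891 at S3 (log2 fold change -7.70, standard error 0.805, adjusted p = 2.69e-05). The nitrate transporter gene Aal_2G0000110 stood at 8.31 ± 0.582 CPM in CK and had no count at S2 or S3, at least 273-fold lower at S2 and at least 159-fold lower at S3. The alpha-tubulin gene Aal_13G0007760, of the cytoskeleton, rose to 895 ± 368 CPM at S1 from 112 ± 0.768 and then fell to 8.18 ± 2.96 at S3. A peroxidase gene (Aal_13G0006950) did the same, with 159.7 ± 4.71 CPM in CK, 1062 ± 463 at S1 and 1.5 ± 0.428 at S3. The pectinesterase gene Aal_2G0002510, of wall softening, rose at S1 to 89.6 ± 63.3 CPM from 6.24 ± 0.881 and stood at 2.55 ± 1.97 at S3 (adjusted p = 0.0731). Aal_12G0023000, with the entry of mannan endo-1,4-beta-mannosidase, went from 91.2 ± 2.75 CPM to no count at S1 (at least 6360-fold lower) and 6.92 ± 2.92 at S3. Also lower at S3 were the calcineurin B-like gene Aal_2G0013740 (log2 fold change -4.17), of calcium signalling, and Aal_1G0003350 (-7.45), with the entry of a type-A response regulator of cytokinin signalling. The figure's genes were chosen by the study on these libraries, so these counts are not independent evidence.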

The correlations between the top 41 DEGs and 62 DEMs were selected and represented as a heat map (**Figures 7A, B**). Coenrichment annotations of DEGs and DEMs were carried out, the results of which indicated involvement in Phenylpropanoid biosynthesis, Plant hormone signal transduction, Phenylalanine metabolism, Phenylalanine and tyrosine and tryptophan biosynthesis. 

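Some genes of enzymes that make phenylalanine, tyrosine and tryptophan rose at 24 h. An arogenate dehydrogenase gene (Aal_2G0000980), of tyrosine synthesis, went from 21.6 ± 0.565 CPM in CK to 395 ± 136 at S1 (log2 fold change 4.19, standard error 0.519, adjusted p = 0.000192 from edgeR), 2553 ± 1696 at S2 and 1607 ± 298 at S3 (SD, n = 3). A bifunctional aspartate and prephenate aminotransferase gene (Aal_11G0013150), one step before phenylalanine and tyrosine, rose from 33.5 ± 1.1 to 355 ± 101 CPM at S3. Tryptophan synthase beta (Aal_1G0001960) rose from 145 ± 2.29 to 1504 ± 110.3 CPM. Shikimate kinase 3 (Aal_10G0003960), of the pathway that feeds all 3 amino acids, rose at S1 and S2, while its rise at S3 was lost on library totals alone, and reached 125 ± 31.8 CPM at S2 from 23.2 ± 0.12. The arogenate dehydrogenase value in S2 replicate 1 was 4389 CPM, against 1046 and 2223 in the other S2 libraries.

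Of 42 genes of phenylalanine, tyrosine and tryptophan biosynthesis, 5 rose and 2 fell at S1, 20 and 6 at S2, and 22 and 3 at S3, against 16 and 7 at S3 with DESeq2 or RLE scaling, and 12 and 10 at S2 and 9 and 17 at S3 on library totals alone. Those not called numbered 35, 16 and 17, and adjusted over the list alone 5 rose and 2 fell at S1, 20 and 6 at S2, and 22 and 5 at S3. The pathway ranked higher than other genes at S2 (camera adjusted p = 0.00152, and adjusted p = 0.317 with an estimated correlation) and S3 (camera adjusted p = 0.00348, and adjusted p = 0.343 with an estimated correlation). In phenylalanine metabolism (29 genes), 9 rose and 4 fell at S1, 10 and 7 at S2, and 12 and 6 at S3, against 9 and 12 at S2 and 7 and 16 at S3 on library totals alone. Those not called numbered 16, 12 and 11, with the same counts adjusted over the list alone. Phenylalanine metabolism ranked higher than other genes at S2 (camera adjusted p = 0.0621, and adjusted p = 0.317 with an estimated correlation) and S3 (camera adjusted p = 0.0948, and adjusted p = 0.391 with an estimated correlation), and at S1 its median was below 0 while the camera direction was upward. Fisher's exact test gave adjusted p = 0.742, 0.0958 and 0.558 for the former pathway and 0.000157, 0.286 and 0.5 for the latter.

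Table S9 lists the co-enriched genes, which the study chose on these libraries, so their counts are not independent evidence. Of its 290 hormone genes, 75 rose and 17 fell at S1, 90 and 82 at S2, and 87 and 107 at S3, against 87 and 93 at S2 with DESeq2, 87 and 92 with RLE scaling, and 68 and 136 at S2 and 53 and 180 at S3 on library totals alone. Of its 25 phenylalanine metabolism genes, 9 rose and 4 fell at S1, 9 and 7 at S2, and 9 and 6 at S3, against 9 and 12 at S2 and 7 and 16 at S3 on library totals alone, and their median was below 0 at each time while the camera direction was upward. In a block of 32 genes for phenylalanine, tyrosine and tryptophan, 5 rose and 2 fell at S1, 15 and 6 at S2, and 15 and 3 at S3, and in another of 33, which holds all 32, 5 rose and 2 fell at S1, 16 and 6 at S2, and 16 and 3 at S3. With DESeq2 or RLE scaling these blocks had 13 up and 7 down and 14 up and 7 down at S3, and on library totals alone 12 and 10 each at S2 and 9 and 17 each at S3. Not called at S1, S2 and S3 were 198, 118 and 96 of the hormone genes, 12, 9 and 10 of the phenylalanine metabolism genes, and 25, 11 and 14 and 26, 11 and 14 of the amino acid blocks. Adjusted over each list alone the hormone counts were 83 rose and 24 fell at S1, 90 and 84 at S2, and 87 and 107 at S3, and the counts of the other blocks were the same. The block of 33 genes ranked higher than other genes at S2 (camera adjusted p = 0.00717, and adjusted p = 0.269 with an estimated correlation) and S3 (camera adjusted p = 0.0318, and adjusted p = 0.437 with an estimated correlation), and so did the hormone block at S1 (camera adjusted p = 0.0204, and adjusted p = 0.745 with an estimated correlation). For the phenylalanine metabolism block camera gave adjusted p = 0.484, 0.121 and 0.221.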

Meanwhile, some key metabolites (trans-4-Coumaric acid, Tyrosine, Sinapoyl aldehyde, Syringin,trans-zeatin,Tyrosine,L-Tyrosine,and Fructose 1-phosphate) in related metabolic pathways were accumulated (**Figure 8**; **Supplementary Table S8**).

**Figure 7:**
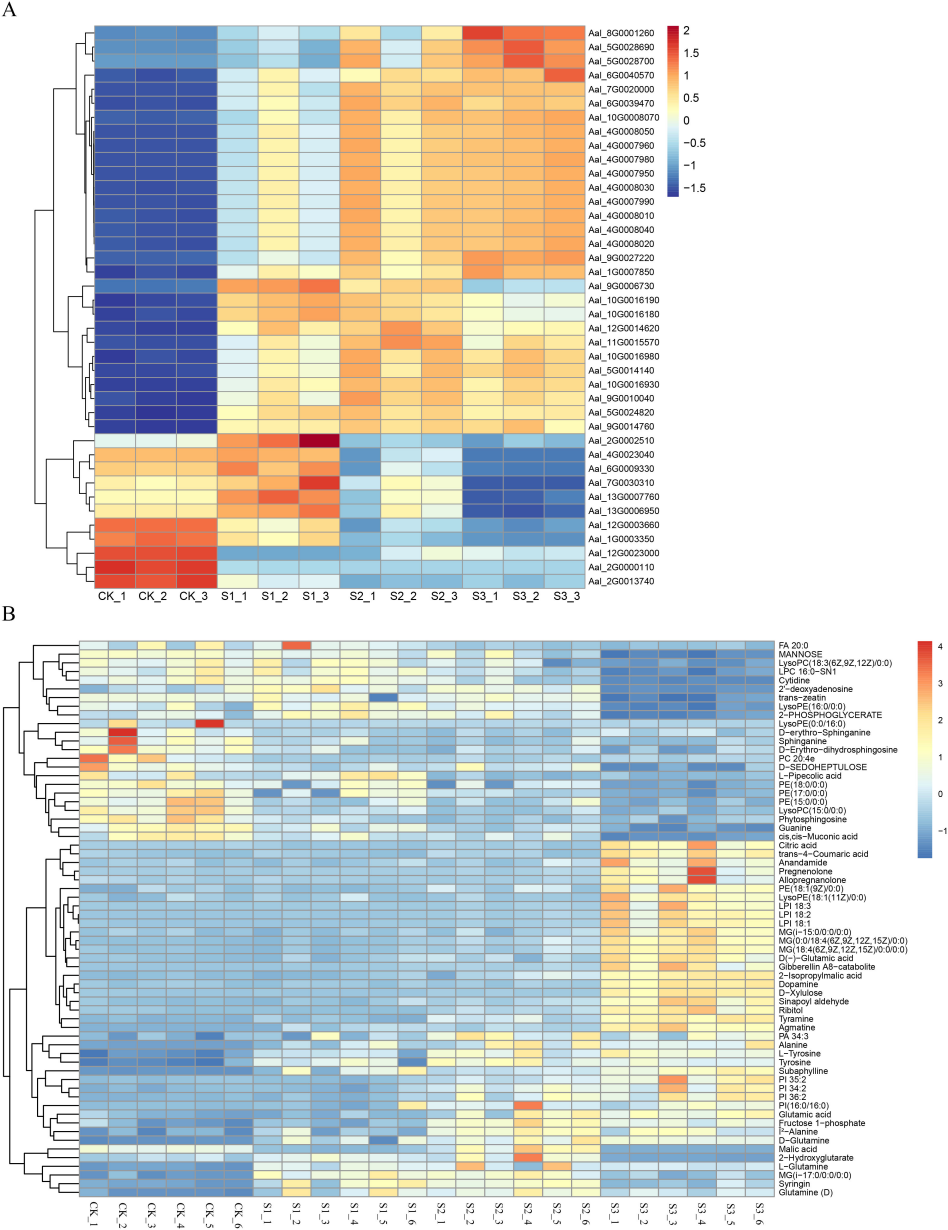
Heat maps and KEGG pathway enrichment diagrams of DEGs and DEMs. **(A)** Heat maps of DEGs in different infected stages. This panel presents the heat maps of differentially expressed genes (DEGs) at various stages of SR infection (e.g., 0h, 12h, 24h, 48h). **(B)** Heat maps of DEMs in different infected stages. This panel displays the heat maps of differentially expressed metabolites (DEMs) at different time points during SR infection (e.g., 0h, 12h, 24h, 48h).

**Figure 8:**
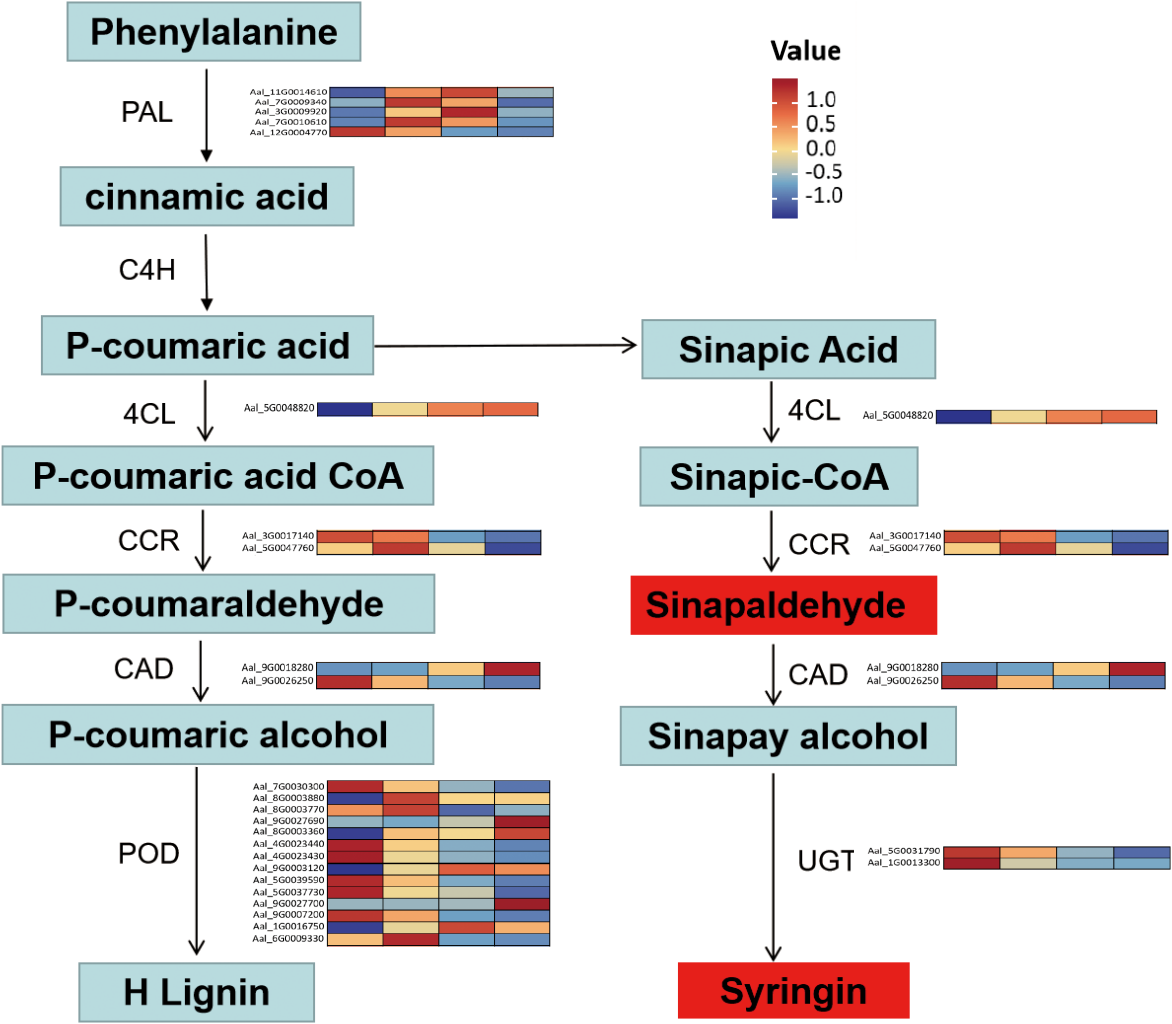
Expression profiles of genes and metabolites involved in the Phenylpropanoid biosynthesis pathway. The heat map shows the upregulation or downregulation of genes related to the synthesis of phenylpropanoid compounds.

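Most genes at the entry of the phenylpropanoid pathway rose at 12 h, and those further along split in both directions. Phenylalanine ammonia-lyase (PAL) takes phenylalanine into the pathway, and its gene Aal_3G0009920 lies on chromosome 3 from 149674825 to 149679866. It stood at 79.2 ± 1.48 CPM in CK, 222 ± 93.3 at S1, 625 ± 41.7 at S2 and 316 ± 50.1 at S3 (SD, n = 3), with a log2 fold change of 2.98 at S2 (standard error 0.305, adjusted p = 2.13e-05, edgeR). At S3 its call was lost on library totals alone, where the log2 fold change was 0.59 (adjusted p = 0.0687, edgeR). At S1 its call was lost with the CK libraries summed as 1, which also takes replicates from the test. PAL2 (Aal_11G0014610) rose from 45.6 ± 0.683 CPM to 253 ± 34.9 at S1 (log2 fold change 2.47, standard error 0.26, adjusted p = 6.77e-05) and 536 ± 110 at S2. The PAL genes Aal_7G0010610 and Aal_7G0009340 had log2 fold changes of 2.82 and 1.76 at S1, and Aal_12G0004770 fell from 14.5 ± 0.323 CPM to 1.39 ± 0.636 at S3. Of the 5 PAL genes, 4 rose at S1, 4 rose and 1 fell at S2, and 3 rose and 1 fell at S3. The 4-coumarate-CoA ligase gene (4CL, Aal_5G0048820), which activates the acids that PAL's product gives, rose at each time, from 22.8 ± 1.98 CPM to 327 ± 83.1 at S3 (log2 fold change 3.84, standard error 0.421, adjusted p = 3.47e-05).

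Genes that Figure 8 draws under cinnamoyl-CoA reductase (CCR), Aal_5G0047760 and Aal_3G0017140, fell at S3, the former by 1.31 on the log2 scale and the latter at least 13.4-fold. Under cinnamyl alcohol dehydrogenase (CAD), Aal_9G0018280 rose from 19 ± 0.39 CPM to 106 ± 17.5 at S2 and 252 ± 49.9 at S3 (log2 fold change 3.73, standard error 0.301, adjusted p = 6.65e-06). The other CAD gene, Aal_9G0026250, was not called at S3 (log2 fold change -1.09, adjusted p = 0.107). Peroxidases (POD), which join lignin units, went both ways. Peroxidase 51 (Aal_1G0016750) rose from 3.24 ± 0.0845 CPM to 254 ± 145 and peroxidase 12 (Aal_9G0003120) from 7.14 ± 0.597 to 294 ± 196. Peroxidase 21 (Aal_5G0037730) fell from 622 ± 2.7 CPM to 11.7 ± 9.26 and peroxidase 17 (Aal_6G0009330) from 67.2 ± 0.97 to 2.4 ± 0.293. Of the 14 POD genes, 4 rose at S1, 5 rose and 4 fell at S2, and 6 rose and 6 fell at S3. Both glycosyltransferase (UGT) genes fell at S3, among them Aal_1G0013300 (log2 fold change -1.39, standard error 0.366, adjusted p = 0.00641).

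Over all 26 genes drawn in Figure 8, 9 rose, 1 fell and 16 were not called at S1. At S2, 11 rose, 7 fell and 8 were not called, and at S3 11 rose, 11 fell and 4 were not called. The group with the highest mean was the one the heat map shows for 26 genes by FPKM and for 22 by TMM-scaled CPM. The study chose these genes on the same libraries, so the counts are not independent evidence.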

## 4 Discussion

In this study, we present the first chromosome-level genome assembly of *A. albus*, providing crucial molecular resources for understanding this economically important species. The assembled genome (5.9 Gb) is slightly larger than that of *A. konjac* (5.6 Gb), though it contains fewer protein-coding genes (35,155 versus 44,333) (Gao et al., 2022). This difference in gene content despite similar genome sizes suggests distinct evolutionary trajectories between these species (Wang et al., 2021). Comparative genomic analyses revealed that *A. albus* and *A. konjac* diverged approximately 1.3 million years ago, forming a monophyletic clade (Liu et al., 2019). This close phylogenetic relationship explains their successful interspecific hybridization in current breeding programs (Anil et al., 2023). Beside both *A. albus* and *A. konjac* have undergone a WGD event, significantly influencing their genome evolution (Li et al., 2023). Notably, we observed contrasting patterns in gene family dynamics between the species, with *A. konjac* showing unique expansion patterns and recent transposable element bursts contributing to its genome size (Hong et al., 2021). These findings provide insights into the molecular basis of species-specific traits and adaptation mechanisms (Fang and Wu, 2004).

Previous studies have demonstrated that KGM content varies significantly among different *Amorphophallus* species and is influenced by both genetic and environmental factors (Diao et al., 2014; Smith et al., 2018). The biosynthesis of KGM involves complex metabolic pathways, including the activation of mannose and glucose precursors, and is regulated by multiple enzymes (Karasov et al., 2017). A particularly interesting finding is the high KGM content in *A. albus* despite its lower biomass yield compared to *A. konjac*. This observation suggests a fundamental trade-off between biomass production and metabolite accumulation, which has important implications for breeding strategies (He et al., 2022). Similar trade-offs between primary metabolism and secondary metabolite production have been documented in various medicinal plants (Jian et al., 2021) and crop species (Vyska et al., 2016), reflecting the complex resource allocation patterns in plant metabolism. Understanding the genetic basis of this trade-off could be crucial for developing varieties that optimize both yield and KGM content, particularly given the increasing market demand for high-quality KGM products (He et al., 2016).

The effective control of plant diseases, particularly southern blight which is prevalent throughout *Amorphophallus* cultivation areas, can be achieved through enhanced plant resistance (Windram and Denby, 2015). 

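Kinases of the MAPK cascade, which pass on signals from pathogen recognition, moved in both directions. A MAPKKK gene (Aal_6G0000440) rose from 10.3 ± 0.823 CPM in CK to 59.1 ± 18.4 at S2 (SD, n = 3, log2 fold change 2.51, standard error 0.309, adjusted p = 7.25e-05 from edgeR) and 51.7 ± 6.4 at S3. Aal_9G0005260, another kinase of the list, rose at each time, from 54.6 ± 1.82 CPM to 122 ± 8.82 at S1 (log2 fold change 1.17, standard error 0.237, adjusted p = 0.00563). MAPK15 (Aal_12G0021090) fell from 28.8 ± 0.968 to 4.77 ± 2.08 CPM and Aal_7G0029150 from 39.3 ± 1.37 to 2.5 ± 1.39. Of 11 MAPK cascade genes tested, 1 rose and 1 fell at S1, 5 and 2 at S2, and 5 and 2 at S3, against 3 and 2 at S3 with DESeq2 or RLE scaling and 2 and 2 at S2 and 1 and 3 at S3 on library totals alone. MAPK cascade genes not called numbered 9, 4 and 4, and the counts adjusted over the list alone were the same. Their camera adjusted p was 0.881, 0.145 and 0.374.

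The wider KEGG pathway of plant MAPK signaling holds receptors, kinases and the factors they switch on. Aal_8G0006940, a member with a KEGG entry (K20716), rose from 0.317 ± 0.021 CPM to 57.3 ± 12.9 at S1. Aal_10G0015040 had no count in CK, 7.43 ± 7.06 CPM at S1 and 109 ± 105 at S2, at least 9810-fold above CK. In S2 it stood at 224 CPM in replicate 1 and at 17.1 and 86.5 in the others. Of 150 genes of the pathway, 57 rose and 4 fell at S1, 71 and 20 at S2, and 64 and 30 at S3, against 53 and 40 at S2 and 46 and 65 at S3 on library totals alone. Pathway genes not called numbered 89, 59 and 56, and the counts adjusted over the list alone were 65 rose and 4 fell at S1, 71 and 20 at S2, and 65 and 30 at S3. The pathway ranked higher than other genes at S1 (camera adjusted p = 2.67e-06, and adjusted p = 0.183 with an estimated correlation), S2 (camera adjusted p = 4.52e-05, and adjusted p = 0.317 with an estimated correlation) and S3 (camera adjusted p = 0.00116, and adjusted p = 0.24 with an estimated correlation). By Fisher's exact test its DEGs gave adjusted p = 3.41e-15 at S1, 0.00404 at S2 and 0.113 at S3.

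Few genes were named by their description as salicylate signalling genes. EDS1B (Aal_13G0015540) stood at 22.9 ± 0.834 CPM in CK, 156 ± 64.2 at S1 (log2 fold change 2.77, standard error 0.266, adjusted p = 3.33e-05) and 28.2 ± 1.53 at S3, and its partner PAD4 (Aal_9G0004770) at 14.6 ± 0.717, 111 ± 20.1 and 52 ± 6.7. The salicylate receptor gene NPR3 (Aal_13G0004360) reached 257 ± 95.5 CPM at S2 from 39.8 ± 1.17. Of 4 salicylate genes, 3 rose at S1, 4 at S2 and 2 at S3, with the same counts adjusted over the list alone, and on library totals alone 2 fell at S3. More auxin genes, of growth, fell than rose at S2 and S3. SAUR36 (Aal_12G0007460) went from 30.5 ± 0.932 CPM to 0.507 ± 0.525 at S3, and the IAA1-like repressor Aal_8G0000310 from 72.3 ± 2.93 to 0.889 ± 0.914. Of 36 auxin genes, 8 rose and 5 fell at S1, 7 and 17 at S2, and 4 and 21 at S3 (5 rose and 6 fell at S1, 4 and 24 at S2, and 1 and 27 at S3 on library totals alone). Auxin genes not called numbered 23, 12 and 11, and the counts adjusted over the list alone were 8 rose and 6 fell at S1, 7 and 19 at S2, and 4 and 21 at S3. Auxin genes ranked lower than other genes at S3 (camera adjusted p = 0.0356, and adjusted p = 0.65 with an estimated correlation), and at S1 their median was above 0 while the camera direction was downward. PP2C 78 (Aal_7G0003620), a phosphatase gene of the abscisic acid list, rose from 14.9 ± 0.858 CPM to 165 ± 27.4 at S1. Of 29 abscisic acid genes, 5 rose and 1 fell at S1, 12 and 4 at S2, and 9 and 7 at S3, against 2 rose and 3 fell at S1, 3 and 9 at S2, and 3 and 15 at S3 on library totals alone and 6 up and 7 down at S3 with DESeq2. Abscisic acid genes not called numbered 23, 13 and 13, and the counts adjusted over the list alone were the same. For them camera gave adjusted p = 0.442, 0.129 and 0.607.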

Our study revealed that the plant defense response involves complex molecular mechanisms, including the MAPK cascade, plant hormone signaling, and secondary metabolite production. Notably, we observed that southern blight infection triggered large number of DEGs and DEMs in *A. albus*, with their numbers increasing over the infection period. This temporal pattern of transcriptional and metabolic reprogramming reflects the dynamic nature of plant-pathogen interactions (Gao et al., 2024). These findings align with previous studies on *A. konjac*, where Pcc infection induced the expression of genes involved in alkaloid metabolism pathways, particularly those related to shikimate-derived alkaloids and isoquinoline alkaloid biosynthesis (Kaur et al., 2022). 

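Some genes that loosen cell walls rose at 12 h, and at each later step more of them fell than rose. Expansin-A8 (Aal_5G0039960), which loosens walls as cells grow, went from 0.987 ± 0.079 CPM in CK to 82.8 ± 62 at S1 (SD, n = 3, log2 fold change 6.39, standard error 0.99, adjusted p = 0.000947 from edgeR) and 0.596 ± 0.529 at S3. A xyloglucan endotransglucosylase gene (Aal_5G0001550) rose at S1 to 125 ± 34.1 CPM from 5.05 ± 0.496 and stayed at 202 ± 59.5 at S3. Expansin-A4 (Aal_4G0000640) had 5.61 ± 0.614 CPM in CK and no count at S3 (at least 108-fold lower), and expansin-A12 (Aal_10G0011250), with no count in CK, reached 21.1 ± 7.09 CPM at S3. Of 55 wall loosening genes, 18 rose and 1 fell at S1, 20 and 12 at S2, and 18 and 21 at S3 (17 rose and 1 fell at S1, 15 and 19 at S2, and 14 and 32 at S3 on library totals alone). Wall loosening genes not called numbered 36, 23 and 16, and the counts adjusted over the list alone were 29 rose and 1 fell at S1, 20 and 12 at S2, and 18 and 21 at S3. They ranked higher than other genes at S1 (camera adjusted p = 3.31e-05, and adjusted p = 0.116 with an estimated correlation). By step, 9 rose and 19 fell between S1 and S2 and 4 and 16 between S2 and S3, and they ranked lower than other genes at S3 vs. S2 (camera adjusted p = 0.0351, and adjusted p = 0.57 with an estimated correlation).

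Starch and sugar genes changed too. A starch synthase gene (Aal_9G0021360) fell from 136 ± 2.05 CPM to 4.27 ± 3.36 at S3, while an inhibitor of amylase and subtilisin (Aal_6G0014270), named for blocking starch breakdown and proteases, rose from 14.2 ± 0.173 to 2357 ± 210.2 (log2 fold change 7.38, standard error 0.496, adjusted p = 2.65e-06). An invertase gene (Aal_5G0037360), which splits sucrose, rose from 7.29 ± 0.482 to 132 ± 30.5 CPM. Of 14 sugar transport and starch genes, 2 rose and 2 fell at S1, 3 and 4 at S2, and 5 and 6 at S3, against 3 and 2 at S1 with DESeq2 and 3 and 7 at S2 and 3 and 6 at S3 on library totals alone. Sugar and starch genes not called numbered 10, 7 and 3, and the counts adjusted over the list alone were the same. In consecutive steps, 5 rose and 3 fell between S1 and S2 and 2 and 1 between S2 and S3.

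Phosphomannomutase (Aal_3G0002920), which feeds GDP-mannose synthesis, rose from 21.4 ± 0.536 CPM to 73.7 ± 22.1 at S1 and 93 ± 14.3 at S3. Glucomannan 4-beta-mannosyltransferase 9 (Aal_3G0026200), which builds the chain, rose to 23.2 ± 12.8 CPM at S1 from 2.59 ± 0.301 (adjusted p = 0.0531) and had no count at S3 (at least 49.6-fold lower). Of 9 konjac glucomannan genes, 3 rose at S1, 3 rose and 1 fell at S2, and 3 and 5 at S3, against 3 and 3 at S2 and 6 down at S3 on library totals alone. Glucomannan genes not called numbered 6, 5 and 1, and the counts adjusted over the list alone were the same. The list ranked higher than other genes at S1 (camera adjusted p = 0.0556, and adjusted p = 0.392 with an estimated correlation), and its median at S2 was below 0 while the camera direction was upward. From S1 to S2, 1 rose and 3 fell, and 3 fell from S2 to S3 (camera adjusted p = 0.0417, and adjusted p = 0.57 with an estimated correlation).

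Genes of the oxidative burst moved in both directions. RBOHC-like Aal_13G0016860, an oxidase that makes superoxide, went from 21.1 ± 0.922 CPM to 153 ± 33.8 at S1 and 382 ± 118 at S2. A catalase gene (Aal_12G0009590), which removes hydrogen peroxide, reached 477 ± 191 CPM at S3 from 23.6 ± 0.921. The Cu/Zn superoxide dismutase gene Aal_3G0005930 rose to 68.3 ± 1.57 CPM at S1 from 30.6 ± 0.961 and fell to 4.18 ± 2.84 at S3. Of 12 such genes, 2 rose at S1, 4 rose and 2 fell at S2, and 3 and 5 at S3, against 2 and 2 at S2 and 2 and 6 at S3 on library totals alone. Oxidative burst genes not called numbered 10, 6 and 4, and the counts adjusted over the list alone were the same. For this list 2 rose and 1 fell between S1 and S2 and 2 and 5 between S2 and S3 (camera adjusted p = 0.0363, and adjusted p = 0.354 with an estimated correlation for S3 vs. S2).

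Among chaperones, a class II small heat shock protein gene (Aal_2G0014420) rose from 2.66 ± 0.586 to 83.7 ± 52 CPM and ClpB1 (Aal_8G0001550) fell from 113 ± 3.6 to 6.45 ± 0.937. Of 55 heat shock and chaperone genes, 4 rose and 5 fell at S1, 19 and 15 at S2, and 25 and 17 at S3 (2 rose and 4 fell at S1, 8 and 24 at S2, and 8 and 26 at S3 on library totals alone). Chaperone genes not called numbered 46, 21 and 13, and the counts adjusted over the list alone were the same. Of the chaperone genes, 16 rose and 9 fell between S1 and S2 and 9 and 2 between S2 and S3. Detoxification genes include ABCG6 (Aal_7G0025120), a transporter at 0.0809 ± 0.0168 CPM in CK and 333 ± 19.2 at S3, and CYP72A219 (Aal_4G0005030), at 4.15 ± 0.592 and 739 ± 317. Of 85 detoxification genes, 15 rose and 12 fell at S1, 21 and 31 at S2, and 26 and 35 at S3, against 16 and 16 at S1 with DESeq2 and 12 rose and 13 fell at S1, 17 and 41 at S2, and 17 and 49 at S3 on library totals alone. Detoxification genes not called numbered 58, 33 and 24, and the counts adjusted over the list alone were 16 rose and 16 fell at S1, 21 and 33 at S2, and 26 and 35 at S3. For this list 21 rose and 16 fell between S1 and S2 and 10 and 13 between S2 and S3, and at S3 its median was below 0 while the camera direction was upward. A histone H2A gene (Aal_5G0035210), of chromatin, rose from 0.26 ± 0.0751 to 66.3 ± 11 CPM and another (Aal_12G0013140) fell from 67.8 ± 1.82 to 5.52 ± 5.36. Of 56 cell division genes, 8 rose and 1 fell at S1, 13 and 16 at S2, and 16 and 15 at S3, against 10 and 19 at S2 and 16 and 16 at S3 with DESeq2, 15 and 16 at S3 with RLE scaling, and 9 and 27 at S2 and 6 and 29 at S3 on library totals alone. Cell division genes not called numbered 47, 27 and 25, and the counts adjusted over the list alone were 9 rose and 2 fell at S1, 13 and 16 at S2, and 16 and 14 at S3. Of these genes, 16 rose and 26 fell between S1 and S2 and 5 and 1 between S2 and S3, and the median was below 0 at S2 and S3 while the camera direction was upward.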

The accumulation of these defense-related metabolites represents an important component of the plant’s chemical defense arsenal against pathogens (Xu et al., 2018).

Our integrated transcriptomic and metabolomic analyses revealed that multiple resistance-related pathways contribute to the defense mechanism of *A. albus* against southern blight pathogen. The coordinated regulation of these pathways demonstrates a complex and multi-layered defense response, reflecting the sophisticated evolution of plant immune systems (Han, 2019; Li et al., 2021). 

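Laccase-17 (Aal_7G0006820), which oxidises lignin units in the wall, went from 0.154 ± 0.0908 CPM in CK to 49.3 ± 32.9 at S1, 306 ± 230.4 at S2 and 136 ± 79.7 at S3 (SD, n = 3, log2 fold change 8.34, standard error 0.94, adjusted p = 0.000104 at S1 from edgeR). Hydroxycinnamoyltransferase, by its KEGG entry encoded by Aal_5G0003900, shifts the pathway towards lignin and rose from 62.7 ± 2.38 to 1098 ± 139 CPM at S3 (log2 fold change 4.13, standard error 0.381, adjusted p = 1.27e-05). Peroxidase N1 (Aal_5G0043920) rose from 4.04 ± 0.187 to 379 ± 135 CPM. The cinnamoyl-CoA reductase-like SNL6 genes Aal_5G0010630 and Aal_8G0006280 fell by 4.19 and 3.74 on the log2 scale at S3. Of 18 genes described as phenylpropanoid enzymes, 3 rose at S1, 5 rose and 3 fell at S2, and 4 and 6 at S3. On library totals alone these were 5 and 5 at S2 and 1 and 11 at S3. The list misses members without such a description, as 4 PAL genes of Figure 8 alone rose at S1. Phenylpropanoid enzyme genes not called numbered 15, 10 and 8, and the counts adjusted over the list alone were 3 rose at S1, 5 rose and 2 fell at S2, and 4 and 6 at S3. Their camera adjusted p was 0.652, 0.484 and 0.998, and at S3 their median was below 0 while the camera direction was upward. Of 38 class III peroxidase and laccase genes, 14 rose at S1, 16 rose and 10 fell at S2, and 18 and 14 at S3 (12 rose at S1, 15 rose and 12 fell at S2, and 17 and 17 at S3 on library totals alone). Peroxidase and laccase genes not called numbered 24, 12 and 6, and the counts adjusted over the list alone were 15 rose and 1 fell at S1, 18 and 11 at S2, and 18 and 14 at S3. They ranked higher than other genes at S1 (camera adjusted p = 0.0725, and adjusted p = 0.487 with an estimated correlation), and camera gave adjusted p = 0.288 at S2 and 0.607 at S3.

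The KEGG pathway of phenylpropanoid biosynthesis counts peroxidases and alcohol dehydrogenases as well as the enzymes above. Of its 88 genes, 33 rose and 2 fell at S1, 41 and 10 at S2, and 45 and 22 at S3, against 34 and 19 at S2 and 34 and 31 at S3 on library totals alone. Phenylpropanoid pathway genes not called numbered 53, 37 and 21, and the counts adjusted over the list alone were 37 rose and 4 fell at S1, 41 and 11 at S2, and 45 and 23 at S3. They ranked higher than other genes at S1 (camera adjusted p = 0.00107, and adjusted p = 0.734 with an estimated correlation), S2 (camera adjusted p = 8.71e-05, and adjusted p = 0.317 with an estimated correlation) and S3 (camera adjusted p = 0.00116, and adjusted p = 0.343 with an estimated correlation). Fisher's exact test of its DEGs gave adjusted p = 7.78e-09, 0.0877 and 0.000478. In S2 replicate 1, laccase-17 stood at 103 CPM, against 556 and 258 in the other S2 libraries.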

Similar to findings in other plant species, we observed the activation of phenylpropanoid biosynthesis pathway, which plays a crucial role in plant defense through the production of antimicrobial compounds and physical barriers (Kumar et al., 2023; Yang et al., 2023). 

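Flavonoid genes moved in both directions. A chalcone synthase gene (Aal_5G0009860), of the first step, rose from 0.221 ± 0.124 CPM in CK to 10.4 ± 10.2 at S2 and 23.5 ± 10.3 at S3 (SD, n = 3, log2 fold change 6.70, standard error 1.01, adjusted p = 0.000233 from edgeR). Chalcone synthase 2 (Aal_7G0006710) fell at S1 from 14.1 ± 1.12 to 4.42 ± 0.97 CPM (log2 fold change -1.67, standard error 0.279, adjusted p = 0.00161) and stood at 23.8 ± 1.33 at S3. A chalcone isomerase gene (Aal_7G0025110), of the next step, rose from 0.0725 ± 0.0689 CPM to 27.8 ± 18 at S3 (log2 fold change 8.53, standard error 1.52, adjusted p = 0.000667), and another (Aal_13G0018290) fell by 5.04 on the log2 scale. Dihydroflavonol 4-reductase (Aal_8G0012680), on the way to anthocyanins, fell from 18 ± 0.998 to 2.01 ± 0.377 CPM. Of 19 flavonoid enzyme genes, 2 rose and 1 fell at S1, 4 and 3 at S2, and 5 and 7 at S3, against 4 and 5 at S2 with DESeq2, 3 and 5 with RLE scaling, and 1 rose and 1 fell at S1, 3 and 6 at S2, and 4 and 12 at S3 on library totals alone. Flavonoid enzyme genes not called numbered 16, 12 and 7, and the counts adjusted over the list alone were 1 rose and 1 fell at S1, 4 and 3 at S2, and 5 and 7 at S3. Their camera adjusted p was 0.934, 0.802 and 0.998, and at S1 their median was above 0 while the camera direction was downward. In the KEGG pathway of flavonoid biosynthesis (22 genes), 5 rose and 1 fell at S1, 6 and 4 at S2, and 7 and 9 at S3, against 6 and 7 at S2 and 4 and 14 at S3 on library totals alone. Flavonoid pathway genes not called numbered 16, 12 and 6, and the counts adjusted over the list alone were 5 rose and 1 fell at S1, 6 and 3 at S2, and 7 and 9 at S3. For the pathway camera gave adjusted p = 0.17, 0.343 and 0.652, with a median below 0 at S2 and S3 and an upward camera direction. Fisher's exact test of its DEGs gave adjusted p = 0.179, 0.93 and 0.161.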

The flavonoid biosynthesis pathway was also significantly upregulated, consistent with previous studies showing its importance in disease resistance in various crops (Ding et al., 2022). These defense responses involve both constitutive and induced mechanisms, with significant crosstalk between different signaling pathways (Varshney et al., 2021).

Additionally, future research should prioritize the functional characterization of candidate resistance genes and validate their roles in disease resilience. The integration of multiple omics approaches, including proteomics and metabolomics, would provide a more comprehensive understanding of the molecular mechanisms underlying disease resistance and KGM biosynthesis (Wang et al., 2022). Additionally, the application of advanced gene editing technologies could accelerate the development of superior cultivars with enhanced traits (Hillary and Ceasar, 2024). This study not only advances our understanding of *A. albus* biology but also provides a valuable framework for future genomic research and breeding efforts aimed at improving crop resilience and productivity in *Amorphophallus* species.

## 5 Conclusions

In this study, we present the first high-quality chromosome-level genome assembly of *A. albus*, comprising 5.94 Gb with a contig N50 of 5.61 Mb. The assembly achieved exceptional completeness, with 99.4% of sequences anchored to 13 chromosomes. Comprehensive annotation revealed 85.07% repetitive sequences and 39,938 protein-coding genes. Comparative genomic analysis identified a WGD event occurring approximately 8.418 million years ago, providing insights into the evolutionary history of *A. albus*. Integration of transcriptomic and metabolomic analyses unveiled significant enrichment of DEGs and DAMs involved in phenylpropane biosynthesis pathways. Notably, we identified several key genes metabolites conferring resistance to southern blight pathogen, which represent promising candidates for future molecular breeding programs. This high-quality reference genome not only provides a valuable resource for understanding the biological characteristics of *A. albus* but also establishes a robust foundation for molecular breeding efforts aimed at crop improvement.

## Data Availability

The genome assembly, raw sequencing reads of DNBseq, Pacbio, Hi-C data reported in this study have been deposited in the National Center for Biotechnology Information (NCBI) Bioproject database under the accession number PRJNA1208222. The transcriptome data has been uploaded to NCBI with the number GSM8721328- GSM8721339.

# Supplementary material for: Genomic, transcriptomic and metabolomic analyses of Amorphophallus albus provides insights into the evolution and resistance to southern blight pathogen
**Source:** Front Plant Sci. 2025 Feb 7;15:1518058. doi: 10.3389/fpls.2024.1518058
**Supplement:** Supplementary file 1

Fig. S1 GO enrichment of contraction gene family

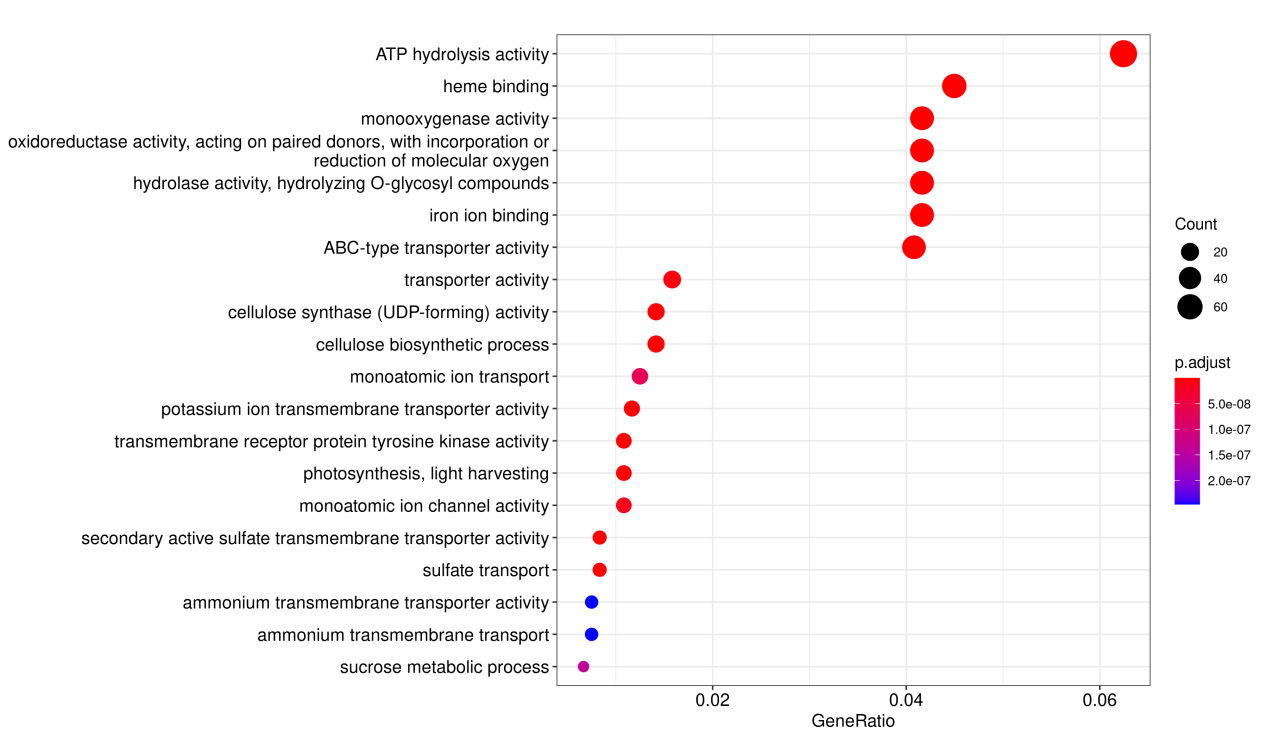

Fig.S2 GO enrichment of expansion gene family

**
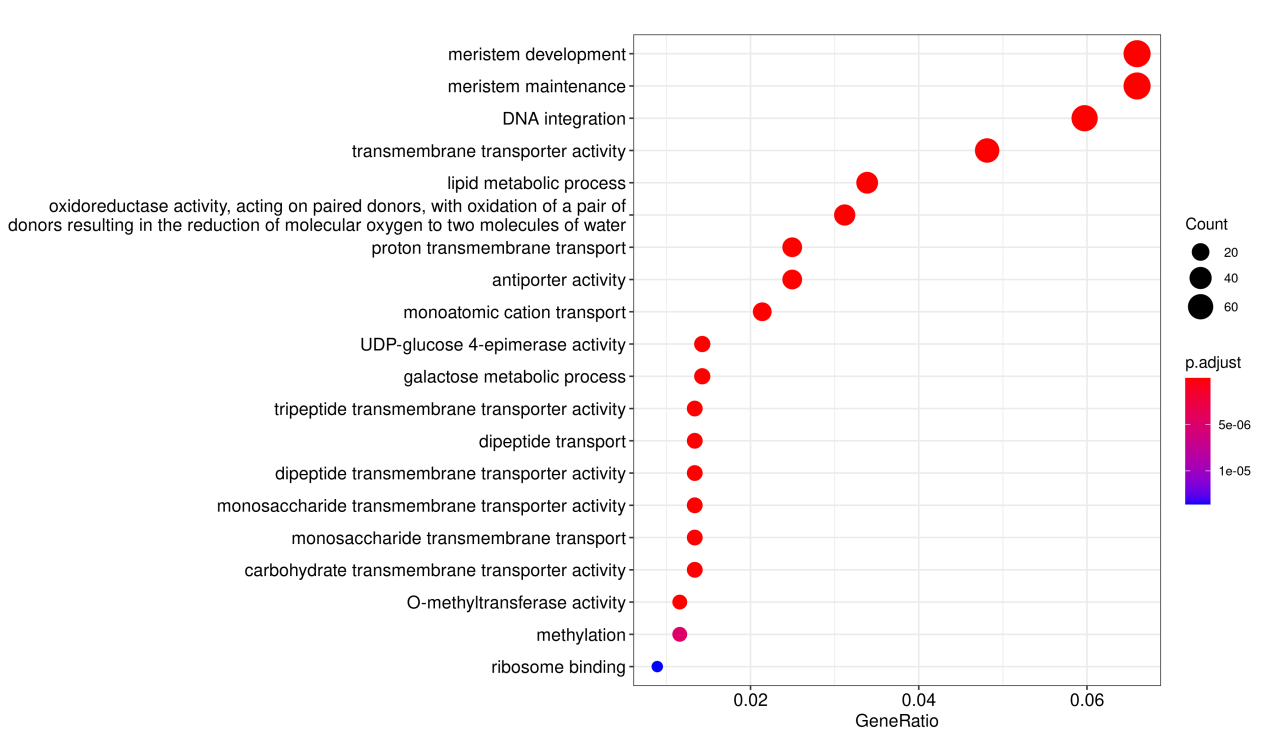
**

Fig.S3 KEGG enrichment of contraction gene family

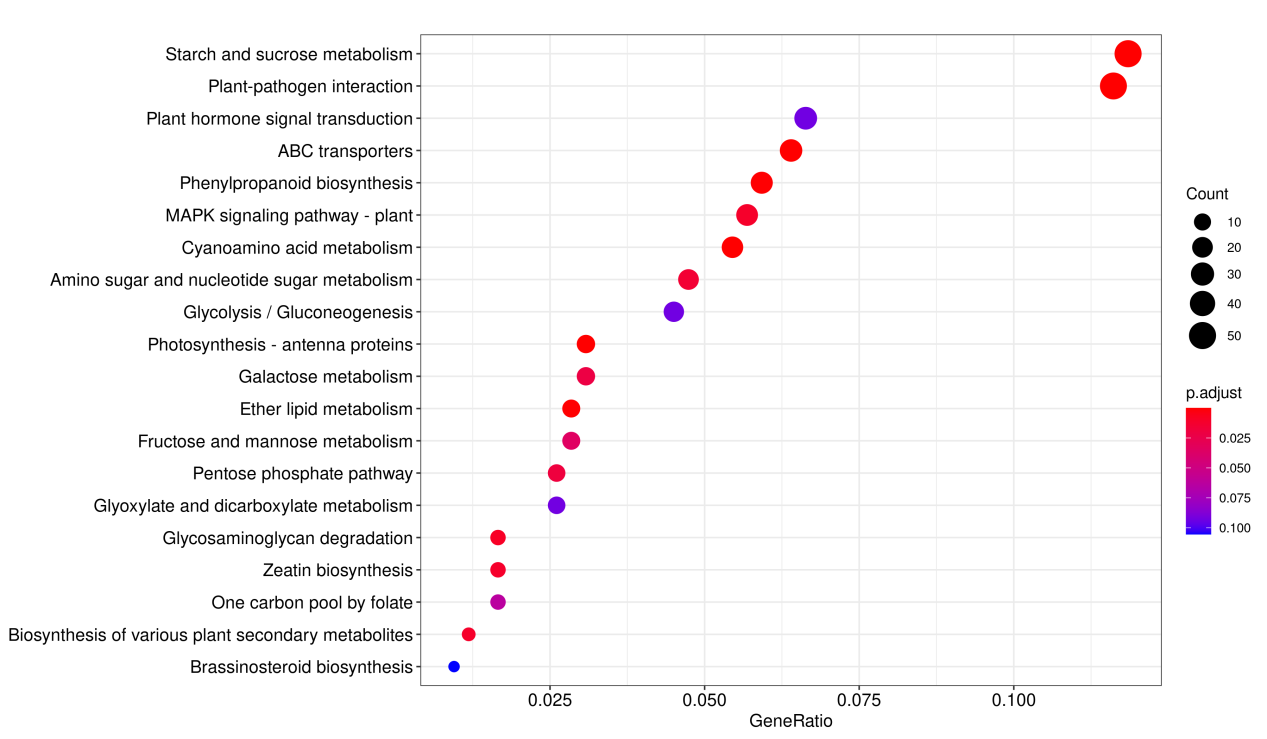

Fig.S4 KEGG enrichment of expansion gene family

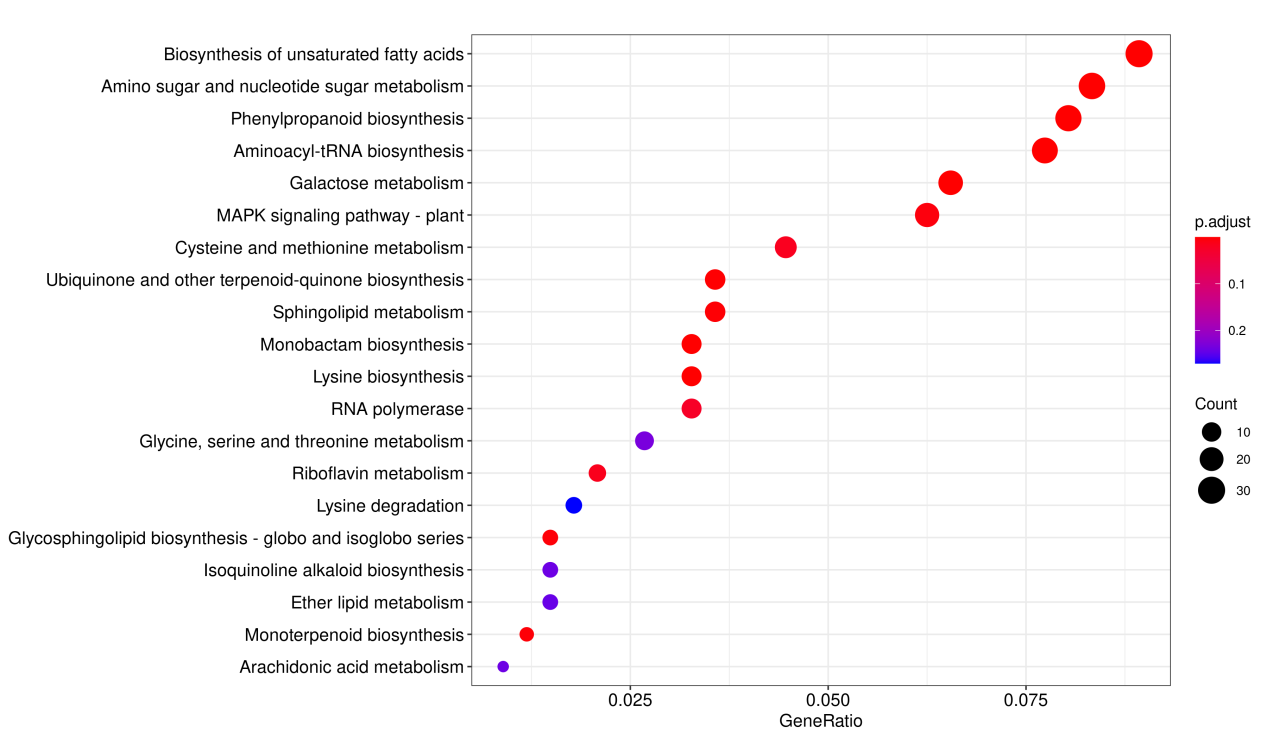

Fig.S5 Clustering Heatmap of Differentially Expressed Genes (DEGs) across different treatment Groups and Time Points

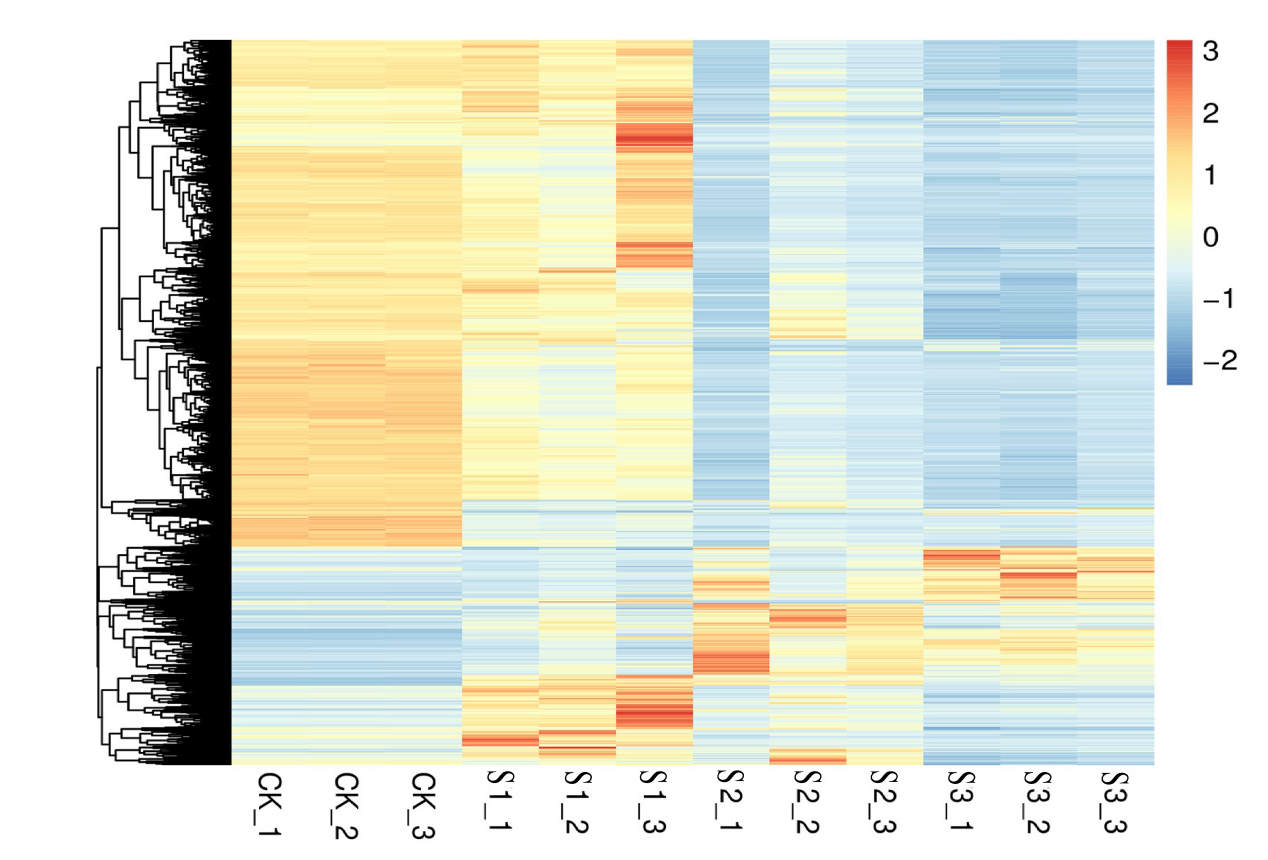

Fig.S6 Venn diagram of different pathwanys between genes and metabolites

**
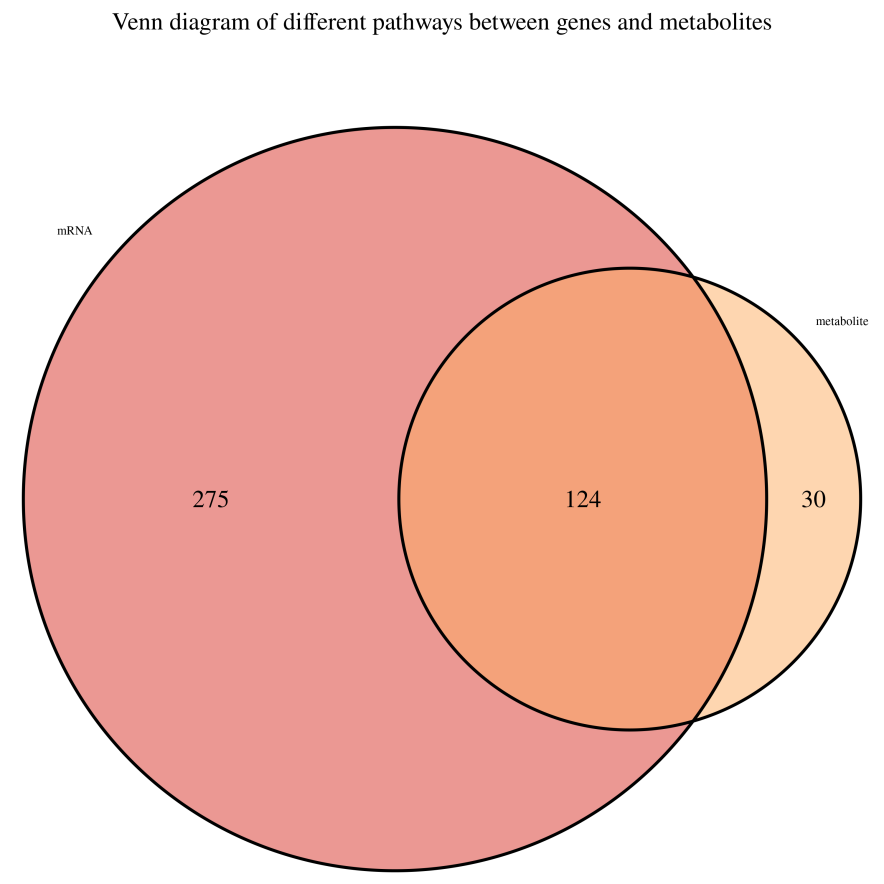
**

How the deposited data were processed for this re-analysis (not part of the article)

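Petiole RNA of *Amorphophallus albus* was sequenced from plants at 0 h (CK) and at 12 h (S1), 24 h (S2) and 48 h (S3) after infection with *S. rolfsii*. The authors deposited a table of counts and FPKM for 24634 genes in 12 libraries, 3 per group, with coordinates on the assembled chromosomes, a description and KEGG and GO entries. The paper's methods state 6 biological replicates per group, and the file holds 3 libraries per group. The methods also mention controls inoculated with PDA, and whether CK is such a control is not given in the sources used here, so each fold against CK is against the 0 h group. Adjusted p-values against CK take its libraries as 3 independent samples, and would be too low if they came from 1 RNA sample. Those between infected groups rest on a spread per gene shared with CK, so they could be too low as well. The authors' processing notes name cutadapt 1.9, HISAT2 and StringTie 1.3.4d. The version of HISAT2, the tool behind the counts and its strand setting are not given in the sources used here. For each gene, the ratio of count to FPKM had 1 proportion between libraries, so the FPKM equal the counts divided by a gene length and a library total. Only genes with at least 1 count in at least 1 library were listed. Of the genes, 24621 lie on the 13 chromosomes, 5411 carry a KEGG pathway, 16316 a GO term and 2610 no description.

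The counts were analysed in R 4.3.3 with edgeR 4.0.16. The test had been planned on FPKM with limma, and on counts with edgeR if the file held them, which it did. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 20222, and libraries were scaled by TMM. The 4 groups entered 1 model with 1 coefficient per group and no covariate, and each of 6 comparisons was tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. A gene was called at a fold change of at least 2 and an adjusted p under 0.1. The same model gave 1 test for any difference between the groups. Adjusted p-values of genes come from this test unless another tool is named. Values are CPM after TMM scaling, as mean ± SD over 3 libraries, and standard errors are those of the log2 fold change. Where all libraries of a group had no count, a fold is a lower bound against 3 counts over the group, and 1 to 3 counts give a ratio with a 95% interval, for counting error only.

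Gene lists and the genes to be named were set before the data were examined. Gene lists rest on descriptions alone, so they miss members described only as unnamed or hypothetical. The 29 lists were drawn from descriptions in the file: phenylpropanoid enzymes, peroxidases and laccases, flavonoid enzymes, pathogenesis-related proteins, immune receptors, WRKY, ERF, NAC and MYB factors, the MAPK cascade, jasmonate, ethylene, salicylate, auxin, abscisic acid, photosynthesis, circadian clock, ribosomal proteins, cell division, heat shock and chaperones, detoxification, konjac glucomannan, wall loosening, sugar transport and starch, respiratory burst, markers of epidermis, xylem and phloem, and genes described as fungal. Sets of 36 KEGG pathways, 3 GO terms and the lists of Table S9 were used as well, and the latter were chosen by the study on these libraries. Named genes were each gene printed in Figures 7A and 8, the 5 that rose most and the 5 that fell most at S1, S2 and S3, up to 4 called members of each list with the largest change, and the 5 of highest mean FPKM in each group. For the genes that rose or fell most, a mean FPKM of at least 10 in the higher group, no overlap between libraries and a description were required, and for list members a mean FPKM of at least 5. Genes of Figures 7A and 8 were known from the paper's figures. Enzyme families summed by KEGG entry, and genes named outside this rule in the closing section, were chosen after their values were seen. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and again with an estimated correlation, and pathways and terms also with Fisher's exact test of called genes against tested genes that carry an annotation, 1-sided and adjusted over sets.

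Totals of counts per library ranged from 15463305 to 65210740. Data were simulated with the spread of these libraries, and 67, 67 and 66 of 20222 genes were changed 2-fold, 4-fold and 8-fold at S3. In the deposited data 11902 genes were called in S3 vs. CK, so the shares recovered there may differ. On the simulated data edgeR recovered 6% of genes changed 2-fold, 46.3% of those changed 4-fold and 68.2% of those changed 8-fold. It called 1 of 20022 unchanged genes. For DESeq2 the figures were 11.9%, 68.7% and 83.3%, with 11 unchanged genes called, and for limma 6%, 46.3% and 66.7%, with 1. Camera was tested on a simulated set in which part of the genes rose, which it picked out, and on an unchanged set, which it did not. Genes were simulated independently of each other, so this could not show how camera does where genes are correlated. As many simulated genes rose as fell, so the simulation holds no shift in 1 direction. Alternatives were DESeq2 1.42.0, no filter on low counts, an adjusted p under 0.05, only the 2 groups compared in the model, each library left out, the replicate number as a term, and limma on log2 FPKM with median-of-ratios scaling. The last was run with pseudocounts of 1, 0.5 and 0.1, mean FPKM of at least 1 or 5 or no filter, FPKM as deposited, TMM factors on FPKM, quantile normalization and array weights. Added later were RLE scaling in edgeR, library totals alone, the CK libraries summed as 1, counts thinned to the lowest total, and limma voom with a weight per group. Other groupings of the libraries were fitted as well, 10 for each comparison and 60 for the test of any difference. The metabolite measurements and the genome assembly of the paper have no file among those used here and were not analysed here.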

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

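The tests of how alike the CK libraries are, and those on S2 replicate 1, were chosen only after the results were seen, as were the settings with RLE scaling, library totals alone, CK summed as 1 library, thinned counts and voom group weights.

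For 176 genes the change from CK at 12 h was the opposite of that at 48 h, higher at S1 and lower at S3 (edgeR). S3 was also lower than S1 in a test of that difference, which follows largely from the other 2 comparisons and adds little to them. For 69 genes all 3 comparisons ran the other way. These counts rest on TMM scaling. They were not made on library totals alone, where the median log2 fold change in S3 vs. CK was -1.68, against -0.27 with TMM. Copies of KAPA synthase summed to 47.6-fold of CK at S3 and those of polyphenol oxidase to 113-fold, families whose enzymes the paper's text does not discuss.

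Fewer genes were detected at S3 (17901 ± 1268, SD, n = 3) than in CK (21381 ± 194), and more genes were called lower (6710) than higher (5192) in S3 vs. CK. Lower library totals at S3 are argued against by a test at equal totals, in which the lowest CK library still detected 2040 genes more than the highest S3 library (20656 and 18616). A few genes taking most of the counts may account for part of the shift: on library totals the median difference of log2 CPM in S3 vs. CK was -1.78 over all genes, -1.12 without the 1000 genes of the highest mean and -1 without 4000, against -0.27 for the log2 fold change with TMM. This cannot be told apart from a loss of transcripts from most genes, since the counts hold no measure of total RNA per cell. Infection at 48 h, the biological explanation the design gives, stays open and untested.

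The CK libraries differed less from each other than other replicates did, with a biological coefficient of variation of 0.056, against 0.431 in S1, 0.607 in S2 and 0.407 in S3. If 1 RNA sample had been sequenced in 3 libraries, pairs of CK libraries could be expected to differ by little more than counting noise. Their mean chi-square per degree of freedom was 4.48 to 4.79, against 93.6 to 734 in pairs of the other groups. For genes of low counts it was 3.86 to 4.09 in CK pairs, against 8.91 to 26.28 in the others. For genes of the highest counts it was 5.47 to 6.4, against 913.7 to 4971.83. These values argue against a spread between plants in CK like that of the other groups. Since the noise added by library preparation is not known, repeated libraries of 1 sample and very similar plants still cannot be told apart. If the CK libraries are 1 sample, their SDs with n = 3 hold no spread between plants and the adjusted p-values against CK are too low. The model shares 1 spread per gene between the groups, so the low spread of CK also enters comparisons between infected groups. With CK summed as 1 library, which also removes replicates, 746 genes were higher and 128 lower in S1 vs. CK, against 2554 and 653. With that setting, DEGs numbered 6998 in S2 vs. S1, 10231 in S3 vs. S1 and 1687 in S3 vs. S2, against 8625, 10971 and 3094. Less variation before infection, which the design offers as a biological explanation, was not tested.

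S2 replicate 1 lay near the S3 libraries on the first principal component. Its library total is argued against, since at equal totals it still lay 147.8 units from the nearer S2 library. On the 5456 genes called between S3 and S2 without it, its median position was 0.712 on a scale from S2 (0) to S3 (1). S3 libraries, each placed on genes called without that library, lay at 0.64, 0.948 and 1.05, and the other S2 libraries at -0.16 and -0.003. Their scales held S2 replicate 1 in the S2 mean and rested on other genes, so 0.712 cannot be set against the S3 range on equal terms. For genes that rose, S2 replicate 1 lay at 0.637, below all S3 libraries on their own scales (0.785, 0.794 and 1.11). For genes that fell it lay at 0.771, within their range (0.548, 1 and 1). Its second principal component was 33.8 against -75.7 to -23.7 in S3, and its polyphenol oxidase sum was 6641 CPM against at most 2416. Neither an S3 library under a wrong label nor further progress of the infection at 24 h in that sample is excluded.

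For each comparison of 2 groups, 10 splits of the libraries into 3 and 3 are too few for a share under 0.05. The real split called 3207 genes in S1 vs. CK, 10488 in S2 vs. CK, 11902 in S3 vs. CK and 10971 in S3 vs. S1, where the highest other split called 0 (edgeR). In S2 vs. S1 the real split called 8625 and the highest other 2. For these comparisons 1 of 10 splits, the real one, reached its own count. In S3 vs. S2, 2 of 10 did, the real split with 3094 and 1 that sets S2 replicate 1 with S3 replicates 1 and 2, with 3135, which points to a structure of the samples other than the groups. In the test of any difference, 1 of 60 splits, the real one, passed as many genes (15979, highest other 14205). That share is under 0.05, but it takes all libraries as independent samples, which the CK libraries may not be, so chance is not excluded.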

How the results depend on the processing

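The alternatives with RLE scaling, library totals alone, CK summed as 1 library, thinned counts and voom group weights were chosen only after the results were seen. Each setting planned was run.

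Of the counts of genes under the alternatives, 337 stayed within 1.5 times and 65 moved further. Where they did, the cause was not tested, apart from fits with fewer genes or fewer libraries. DESeq2, no count filter, an adjusted p under 0.05, RLE scaling and thinned counts moved none of the 13 counts by that much. In the same direction, DESeq2 called 97.2%, 95% and 96.1% of the genes called at S1, S2 and S3 vs. CK, and limma on log2(FPKM + 1) 69.2%, 67.6% and 70.5%. In these 3 comparisons no gene called was called the other way by any alternative, except 4 at S3 with quantile normalization.

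With limma on genes of mean FPKM of at least 5, which tests fewer genes, S1 vs. CK gave 1437 up, S2 vs. CK 2752 up and 2711 down, S2 vs. S1 2086 and 2173, S3 vs. CK 3002 and 3001, S3 vs. S1 2588 and 2778, S3 vs. S2 763 down, and any difference 9625. With FPKM as deposited, S1 vs. CK gave 1018 down, and 2192, 1268, 1894, 1370 and 494 were up in S2 vs. CK, S2 vs. S1, S3 vs. CK, S3 vs. S1 and S3 vs. S2. With quantile normalization, S1 vs. CK gave 1321 down, S2 vs. CK 3265 up, S2 vs. S1 2410 up and 2330 down, S3 vs. CK 3423 and 3996, S3 vs. S1 2983 down and S3 vs. S2 651 down. TMM factors on FPKM gave 3173, 4262 and 954 down in S2 vs. S1, S3 vs. S1 and S3 vs. S2, and array weights 2846 and 4216 down in the first 2 of these. In S3 vs. S1 and S3 vs. S2, limma on log2(FPKM + 1) gave 4306 and 941 down, and 4449 and 806 with no filter. A pseudocount of 0.5 gave 1229 down in S3 vs. S2.

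On library totals alone, S2 vs. CK gave 2861 up and 9889 down, S2 vs. S1 1479 and 8959, S3 vs. CK 2482 and 12163, S3 vs. S1 1628 and 12081, and S3 vs. S2 655 and 4016. With CK summed as 1 library, S1 vs. CK gave 746 up and 128 down, S2 vs. CK 2547 down, and S3 vs. S2 543 up and 1144 down, and 27.3% of the genes called in S1 vs. CK were called. Voom with group weights gave 1385 down in S1 vs. CK and 975 down in S3 vs. S2, and weighted CK libraries by 6.98 on average, against 0.352 to 0.816 in other groups. With only the 2 groups compared, S1 vs. CK gave 1283 down and S3 vs. S2 410 up and 510 down.

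Leave-one-out fits gave 400 to 964 genes down in S1 vs. CK (404, 406 and 400 without CK replicate 1, 2 or 3) and 1935 to 2957 up. In S3 vs. S2 they gave 607 to 1986 up and 1084 to 3470 down. Without S2 replicate 1 that comparison had 1986 up and 3470 down, without S2 replicate 2 1216 down, without S2 replicate 3 647 up and 1370 down, and without S3 replicate 1 607 up and 1084 down. Elsewhere the ranges were 4603 to 5158 up and 4712 to 6361 down in S2 vs. CK, 3011 to 4084 and 3718 to 5862 in S2 vs. S1, 5046 to 5285 and 6301 to 7021 in S3 vs. CK, 4031 to 4562 and 6110 to 7045 in S3 vs. S1, and 14592 to 16714 for any difference.

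Of the log2 fold changes of named genes under the alternatives, 14831 had the same call, 586 lost it, 299 gained one and 11 changed sign. With FPKM as deposited, ERF071 (Aal_6G0008040) at S3 went from 1.49 to -0.05, Pik-1-like Aal_6G0035450 at S2 from 1.05 to -0.29, small heat shock protein Aal_7G0006330 at S2 from 1.28 to -0.02, glutamine synthetase Aal_8G0019750 at S3 from 1.38 to -0.04 and shikimate kinase 3 (Aal_10G0003960) at S3 from 1.31 to -0.11. On library totals alone the last 2 were -0.04 and -0.09. Quantile normalization gave -0.09 for Aal_7G0006330 at S2, and at S3 -0.5 for Aal_8G0019750 and 0.08 for NAC22 (Aal_9G0027230), which has no count there. PR-1-like Aal_9G0002760 at S1 was 5.31, with -0.55 to 6.03 over leave-one-out fits, the lowest without S1 replicate 2 and the highest without CK replicate 1.

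With the replicate number as a term, S1 vs. CK had 2234 up and 533 down, S2 vs. CK 4879 and 5389, S3 vs. CK 5115 and 6700, and S3 vs. S2 758 and 1558. Of 18 pairs of libraries with the same number, 1 had a correlation above 0.1, and 2 of 12 libraries went best with their own number, so the numbers were not read as pairs. Counts of list members stayed within 1.5 times in 11834 cases and moved in 2302. Of 219 camera tests, 109 had an adjusted p under 0.1 with the preset correlation, and 13 of these also with an estimated one. Of the latter, 12 are of the 4 enzyme families picked after their values were seen, for which the test decides nothing, and 1 is the jasmonate list at S1. Genes without counts at S3 are not shown to be absent.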

Differences from the paper's values

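The settings named here as chosen after seeing the values are library totals alone, RLE scaling, CK summed as 1 library and voom with group weights, counts thinned to the lowest total were added then too, and all other alternatives were set before the data were examined. The paper's thresholds, a fold change of at least 2 and an adjusted p under 0.1, were used for each count but those given for an adjusted p under 0.05. The paper's full lists of called genes are not in the sources used here, so the number that a setting drops can be counted only for the 40 genes read from Figure 7A, in S3 vs. CK. Library totals alone, RLE scaling and voom with group weights drop none of these, and CK summed as 1 library drops 1.

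For genes lower in S1 vs. CK the paper's count is 1571 and the count here is 653. Quantile normalization (1321) and a fit of only the 2 groups compared (1283) have the difference closed, and the other 24 alternatives do not, DESeq2 among them (929). Voom with group weights (1385), chosen after seeing the values, closes it as well.

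For genes higher in S2 vs. CK the paper's count is 3050 and the count here is 5027. All 9 settings of limma on FPKM have the difference closed (2192 to 3809), and the other 17 alternatives do not, with 4748 for DESeq2. RLE scaling (4562), library totals alone (2861) and CK summed as 1 library (3551), chosen after seeing the values, close it as well.

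For genes higher in S2 vs. S1 the paper's count is 1608 and the count here is 3798. Limma on FPKM with a mean of at least 5 (2086), as deposited (1268) and with quantile normalization (2410) have the difference closed, and the other 23 alternatives do not. Library totals alone (1479), chosen after seeing the values, close it as well.

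For genes higher in S3 vs. CK the paper's count is 2645 and the count here is 5192. Limma on log2(FPKM + 1) closes the difference (3893), as it does with a mean FPKM of at least 5 (3002), FPKM as deposited (1894), quantile normalization (3423) or array weights (3861). The other 21 alternatives do not, and of the settings chosen after seeing the values library totals alone do (2482). For genes lower the paper's count is 8640, and the count here (6710) lies within 1.5 times of it, as does that with FPKM as deposited (9018). The other limma settings that close the count of genes higher do not keep it there (4750, 3001, 3996 and 4628 lower, in the order above). The paper's total for this comparison, 10485, is not the sum of its counts by direction, 11285.

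For genes higher in S3 vs. S1 the paper's count is 1792 and the count here is 4297. Limma on FPKM with a mean of at least 5 (2588) or as deposited (1370) has the difference closed, and the other 24 alternatives do not. Library totals alone (1628), chosen after seeing the values, close it as well.

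In S3 vs. S2 the paper's counts are 1711 in total, 549 up and 1162 down, against 3094, 997 and 2097 here. For the total, 15 alternatives have the difference closed: limma on FPKM with pseudocounts of 1 (1899) and 0.5 (2283), with no filter (1663), a mean of at least 5 (1497), as deposited (2330), with TMM factors (1934) and with quantile normalization (1332), the replicate block (2316), an adjusted p under 0.05 (2093), and fits without any CK library (2453 to 2456), S2 replicate 2 (2076), S2 replicate 3 (2017) or S3 replicate 1 (1691). The other 11 do not, with 3931 for DESeq2 and 920 for the 2 groups alone. For genes up, 11 alternatives do: limma with a mean FPKM of at least 5 (734), as deposited (494) and with quantile normalization (681), the replicate block (758), the 2 groups alone (410), an adjusted p under 0.05 (674), and fits without any CK library (784 to 786), S2 replicate 3 (647) or S3 replicate 1 (607). For the other 15 alternatives the count of genes up still differs. For genes down, 15 do: limma with pseudocounts of 1 (941), 0.1 (1533) and 0.5 (1229), with no filter (806), TMM factors (954) and array weights (1453), the replicate block (1558), an adjusted p under 0.05 (1419), and fits without any CK library (1668 to 1671), S2 replicate 2 (1216), S2 replicate 3 (1370), S3 replicate 1 (1084) or S3 replicate 2 (1655). For the remaining 11 the count of genes down still differs. CK summed as 1 library (1687, 543 and 1144) and voom with group weights (1705, 730 and 975), chosen after seeing the values, close all 3, and library totals alone (655) close the count of genes up.

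Of the paper's 18 counts, 10 lie within 1.5 times of those here. DESeq2, the tool the paper names, has 9 within that range, FPKM as deposited with limma 14, and voom with group weights, chosen after seeing the values, 14. A setting that closes 1 difference can open others. Limma on log2(FPKM + 1) has 9 counts within range, with a mean FPKM of at least 5 it has 7, and with quantile normalization 11.

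The paper states that genes of flavonoid biosynthesis were upregulated. Of 22 genes of that pathway tested, 5 were higher and 1 lower at S1, 6 and 4 at S2, and 7 and 9 at S3. It names the ribosome among the pathways enriched in DEGs, while Fisher's exact test gave adjusted p = 1 at each time here. The comparison and background of the paper's test are not stated, and the test here used the calls with TMM alone. In Figure 8 it draws Aal_3G0017140 as cinnamoyl-CoA reductase and Aal_9G0018280 as cinnamyl alcohol dehydrogenase, while the deposited table describes them as shikimate O-hydroxycinnamoyltransferase and cinnamoyl-CoA reductase 1. For Figure 7A the paper's text gives 41 genes, and 40 gene names could be read in it, all 40 of which were called in the direction it shows. Of the 26 genes of Figure 8, 22 have the highest mean CPM after TMM scaling in the group that the figure shows as highest, and with FPKM as deposited all 26 have.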

Other observations

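The test of clock genes was chosen only after the results were seen, and the other test in this part, on neighbouring genes, before.

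Genes that turned between 12 h and 48 h include those of glutamate decarboxylase and glutamine synthetase. Glutamate decarboxylase genes Aal_3G0000040 and Aal_11G0014150, which make GABA, rose at S1 to 141 ± 50.1 and 88.6 ± 6.18 CPM from 38.2 ± 2.42 and 9.42 ± 1.25 in CK, and fell to 1.35 ± 0.598 and 4.6 ± 1.34 at S3 (SD, n = 3). A glutamine synthetase gene (Aal_8G0019750), which binds ammonia, did the reverse, with 569.5 ± 6.59 CPM in CK, 225 ± 45.6 at S1 and 1484 ± 181 at S3 (log2 fold change -1.34, adjusted p = 0.0108, at S1 and 1.38, adjusted p = 0.00241, at S3, edgeR). A metallothionein gene (Aal_4G0000490) stood at 61 ± 1.15, 384 ± 138 and 29.4 ± 8.49 CPM in CK, S1 and S3. Aal_9G0012850, a gibberellin-regulated protein gene, stood at 52.9 ± 1.44, 132 ± 3.76 and 16.6 ± 6.86. Cytochrome P450 78A5 (Aal_6G0025020) rose at S1 from 1.28 ± 0.105 to 15.4 ± 12.2 CPM and had no count at S3 (at least 24.6-fold lower), and NAC22 (Aal_9G0027230) rose from 0.298 ± 0.0951 to 9.99 ± 2.98 CPM and had no count at S3 (at least 5.72-fold lower). A small heat shock protein gene (Aal_7G0006330) fell at S1 from 29 ± 0.759 to 8.05 ± 0.771 CPM and rose to 110.5 ± 54.1 at S3. These genes were chosen after their values were seen, and on library totals alone the change of the glutamine synthetase gene at S3 was -0.04 (adjusted p = 0.868).

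Few genes were named by their description as clock genes. Of 6 genes of the circadian clock list, none was called at S1 by edgeR and 1 was lower by DESeq2, 1 fell at S2, and 2 rose and 2 fell at S3, against 3 lower at S2 and 4 lower at S3 on library totals alone. The counts adjusted over the list alone were the same, 6, 5 and 2 were not called, and camera gave adjusted p = 0.652, 0.802 and 0.998, with a median below 0 at S3 and an upward direction. REVEILLE 1 (Aal_12G0009860), a morning factor, rose from 10.7 ± 0.991 to 30.3 ± 4.65 CPM at S3, REVEILLE 8-like Aal_7G0025340 rose from 42.7 ± 1.45 to 133 ± 29.4, and ELF4-like Aal_3G0012720 fell from 3.34 ± 0.102 to 0.197 ± 0.212. Of the list for another organism, 1 gene was tested, described as ergosterol biosynthetic protein 28 (Aal_5G0031340), a protein of sterol synthesis that plants have as well. It was not called at S1 and fell from 8.51 ± 0.73 CPM in CK to 1.18 ± 1.1 at S2 and 0.158 ± 0.273 at S3. Its calls adjusted over the list alone were the same. The genes counted are those of the plant's assembly, so fungal reads could not be measured here.

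S1 was sampled 12 h after CK, so a different time of day could change clock genes at S1 more than at S2 and S3. Over 11 core clock genes of the KEGG pathway, the median absolute log2 fold change was 0.42 at S1, 0.58 at S2 and 0.87 at S3. The LHY genes Aal_9G0027620, Aal_9G0027650 and Aal_6G0011910 had log2 fold changes of 0.59, 0.57 and -0.44 at S1, -2.16, -2.15 and -2.89 at S2, and -3.40, -3.29 and -2.04 at S3. The larger changes at later times do not exclude an effect of time of day at S1, and infection and time of day cannot be told apart with CK at 0 h alone. The paper's methods mention controls inoculated with PDA, and no group of the table is labelled as such a control at 12 h, 24 h or 48 h.

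Among the 500 genes risen most at S3, 113 pairs were next to each other on a chromosome, against a mean of 12.27 and a highest value of 29 over 1000 random draws of 500 genes. Of these pairs, 68 shared a KEGG entry or a description (mean of draws 3.05), general descriptions such as unnamed protein product included. How many of them are copies of 1 gene was not counted, and reads shared between copies may account for some. In 9 pairs both genes were annotated and shared neither (mean of draws 2.36, highest 9, reached by 1 draw), which leaves open whether neighbours without a common function rise together too. The 36 pairs left were not annotated enough to tell (mean of draws 6.85). Reads were not used here, so the share of reads that fit more than 1 copy was not measured.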
